# Altered Biogenesis and MicroRNA Content of Hippocampal Exosomes Following Experimental Status Epilepticus

**DOI:** 10.3389/fnins.2019.01404

**Published:** 2020-01-17

**Authors:** Aasia Batool, Thomas D. M. Hill, Ngoc T. Nguyen, Elena Langa, Mairéad Diviney, Catherine Mooney, Gary P. Brennan, Niamh M. C. Connolly, Amaya Sanz-Rodriguez, Brenton L. Cavanagh, David C. Henshall

**Keywords:** epileptogenesis, extracellular vesicle, neuroinflammation, non-coding RNA, seizure, temporal lobe epilepsy

## Abstract

Repetitive or prolonged seizures (status epilepticus) can damage neurons within the hippocampus, trigger gliosis, and generate an enduring state of hyperexcitability. Recent studies have suggested that microvesicles including exosomes are released from brain cells following stimulation and tissue injury, conveying contents between cells including microRNAs (miRNAs). Here, we characterized the effects of experimental status epilepticus on the expression of exosome biosynthesis components and analyzed miRNA content in exosome-enriched fractions. Status epilepticus induced by unilateral intra-amygdala kainic acid in mice resulted in acute subfield-specific, bi-directional changes in hippocampal transcripts associated with exosome biosynthesis including up-regulation of endosomal sorting complexes required for transport (ESCRT)-dependent and -independent pathways. Increased expression of exosome components including Alix were detectable in samples obtained 2 weeks after status epilepticus and changes occurred in both the ipsilateral and contralateral hippocampus. RNA sequencing of exosome-enriched fractions prepared using two different techniques detected a rich diversity of conserved miRNAs and showed that status epilepticus selectively alters miRNA contents. We also characterized editing sites of the exosome-enriched miRNAs and found six exosome-enriched miRNAs that were adenosine-to-inosine (ADAR) edited with the majority of the editing events predicted to occur within miRNA seed regions. However, the prevalence of these editing events was not altered by status epilepticus. These studies demonstrate that status epilepticus alters the exosome pathway and its miRNA content, but not editing patterns. Further functional studies will be needed to determine if these changes have pathophysiological significance for epileptogenesis.

## Highlights

- First study to specifically analyze exosome pathway in experimental epilepsy.
- Small RNA sequencing catalog defines microRNAs within hippocampus-derived exosomes.
- Select changes in exosomal microRNAs identified in experimental epilepsy.
- Select editing of microRNAs found within exosomes from the mouse hippocampus.

## Introduction

Prolonged seizures (status epilepticus) in humans are associated with significant morbidity and mortality (Betjemann and Lowenstein, 2015). Experimental modeling of status epilepticus, for example by systemic or focal application of chemoconvulsants such as kainic acid (KA), can reproduce hallmark pathophysiology. This includes select neuron loss, gliosis, and network reorganization within the hippocampus, and an enduring state of hyperexcitability characterized by recurrent spontaneous seizures (Henshall, 2017; Becker, 2018). Understanding the cell and molecular mechanisms that influence injury and repair processes after status epilepticus may lead to novel approaches for neuroprotection and anti-epileptogenesis.

An important role has emerged for microRNAs (miRNAs) in the post-transcriptional control of gene expression (Bartel, 2018). These short non-coding RNAs target complementary sequences within messenger RNAs (mRNA) leading to a reduction in mRNA stability or translation inhibition. Both human studies and animal models indicate that miRNAs may be master-regulators of the gene expression landscape following status epilepticus, and novel targets for seizure control or anti-epileptogenesis (Henshall et al., 2016). The mechanisms controlling the dysregulation of miRNAs in epilepsy remain poorly understood. DNA methylation and other epigenetic mechanisms have been found to influence the expression of a subset of miRNAs in experimental models and human studies (Miller-Delaney et al., 2015; Brennan et al., 2016). Recently, post-transcriptional modifications of miRNAs such as adenosine-to-inosine (A-to-I or ADAR) editing have been discovered to affect miRNA stability and subsequent availability, or to alter the targets of miRNAs (Li et al., 2018), including in the brain (Alon et al., 2012; Li et al., 2018).

It is likely that other mechanisms that control miRNA expression and function influence the pathogenesis of epilepsy. Emerging evidence suggests that miRNAs are loaded into and released from cells in extracellular vesicles such as exosomes (Valadi et al., 2007; Zhang et al., 2019). Exosomes are produced from an endosomal sorting complexes required for transport (ESCRT)-dependent pathway involving Hrs, Tsg101, Alix, and Stam1, and/or an ESCRT-independent pathway (Thery et al., 2002; Colombo et al., 2014) involving the function of phospholipase D2 (PLD2) and tetraspanins such as CD63 and CD81. Exosomes have been proposed to regulate neuron–glia communication and can be released from most major cell types of the brain in an activity or injury-dependent manner, including from astrocytes (Faure et al., 2006; Taylor et al., 2007), microglia (Potolicchio et al., 2005), and neurons (Faure et al., 2006; Lachenal et al., 2011). Studies have detected miRNAs within exosomes and suggested this as a novel mechanism of local and distant cell-to-cell communication (Valadi et al., 2007; Mittelbrunn et al., 2011). However, researchers have also questioned whether miRNA copy number within such vesicles is sufficient to produce biologically meaningful effects in recipient cells (Chevillet et al., 2014).

Little is known about the role or function of exosomal miRNAs and their editing in epilepsy. Altered expression of miRNAs has been reported within exosomes recovered from blood samples in patients with temporal lobe epilepsy (Yan et al., 2017) and dysregulation of miRNA editing has been reported in exosomes in non-CNS disease (Nigita et al., 2018). We recently found that cerebrospinal fluid from patients who experienced status epilepticus displayed different exosome miRNA content compared to other neurological diseases (Raoof et al., 2017). Functional studies suggest exosomes from human bone marrow-derived mesenchymal stem cells may regulate a neuro-inflammatory component in epilepsy (Long et al., 2017).

The role of the exosome pathway, the presence of miRNAs, and their editing within these extracellular vesicles remain poorly understood in the setting of status epilepticus. Here, we report the effects of experimental status epilepticus on the exosome biogenesis pathway and use small RNA sequencing to define their miRNA content and identify the editing landscape.

## Materials and Methods

### Animals

All procedures were performed in accordance with the principles of the European Union Directive (2010/63/EU) and were reviewed and approved by the Research Ethics Committee of the Royal College of Surgeons in Ireland (REC #842 and #1133) under license from the Health Products Regulatory Authority (AE19127/I084, AE19127/I089, and AE19127/I152), Dublin, Ireland. All efforts were made to minimize animal suffering and the number of animals used. Mice used in these experiments were 6–9 weeks old male C57BL/6OlaHsd from Envigo UK (formerly Harlan UK Ltd.), maintained at the Biomedical Research Facility, RCSI on a 12 h light–dark cycle at 21–23°C and humidity of 45–65% with *ad libitum* access to food and water.

### Status Epilepticus Model

Induction of status epilepticus was achieved via microinjection of KA (Sigma–Aldrich) into the right amygdala, propagating seizures to the hippocampus through the perforant pathway. As previously described (Mouri et al., 2008), mice were anesthetized using 3–5% isoflurane in oxygen and placed in a mouse-adapted stereotaxic frame. After a midline scalp incision, three cortical electrodes for electroencephalogram (EEG) recording were fixed with dental cement above the hippocampi and the frontal cortex. A guide cannula (coordinates from Bregma; AP = −0.95 mm, *L* = −2.85 mm) was fixed in place using dental cement. Mice were then placed in an incubator to recover. An injection cannula was then inserted through the guide for injection of either 0.3 μg KA or phosphate-buffered saline (PBS, for control mice) in 0.2 μL volume into the basolateral amygdala. This led to seizure onset within 5–10 min and after 40 min, mice were given an anti-convulsant (midazolam, 8 mg/kg; intraperitoneal) to curtail seizures and reduce morbidity and mortality (Diviney et al., 2015). The animals were then placed in a warm recovery chamber. Control and KA mice were killed at 4, 8, and 24 h, or 2 weeks. For euthanasia, mice were deeply anesthetized and transcardially perfused with PBS to remove blood components. For analysis of hippocampal subfields, the hippocampus was microdissected to yield individual CA1, CA3, and dentate gyrus (DG)-enriched subfields (Jimenez-Mateos et al., 2011).

### RNA Extraction and Real-Time PCR

Total RNA was extracted from microdissected subfields using the Trizol (Qiagen) method with chloroform-mediated phase separation and isopropanol-mediated precipitation. For analysis of transcripts, complementary DNA (cDNA) was produced from 1 μg of the total RNA by reverse transcription using Superscript III Reverse Transcriptase enzyme (Invitrogen). Quantitative PCR was performed using a LightCycler 1.5 (Roche Diagnostics) and QuantiTech SYBR Green PCR kit (Qiagen) as per the manufacturer’s instructions and 25 μM of primer mix was used. Specific primers for each gene assayed were purchased from Sigma and sequences used were: *Alix* F-ttcctgcaaaccgagttcct, R-acggcatattgtactggcca; *Arc* F-agcagcagacctgacatcct, R-gtgatgccctttccagacat; *Bok* F-ccaaaccc attcctttgtgg, R-gcctgggaaatcgagtgaaa; *CD63* F-tgtgggctgtgg gaatgatt; R-atgaaaagaccaaacgcccc; *CD81* F-tggttgcgtcatgatccaca, R-acaaggcaggtgaagaacgt; *Desmoplakin* F-tgctgccttttctgatacgc, R-gaaattcggagaagggatgc; *Hrs* F-acagcacatccaaaggcaga, R-ttccg tgcttcctcctgttt; *Pld2* F-tagccactgttgatgcccaa, R-tagccactgttg atgcccaa; *Rab27A* F-atgcctttcatcccagcact, R-tcacacacattaagccccgt; *Rab27b* F-agggaagtcaatgaacggca, R-ttctgctggcttttccccat; *Stam1* F-acaagcaaaagcaagcccag, R-ttcgtgctggtggttagtga; *TSG101* F-acccaccatacacagcaaca, R-agcttgttgtggcagggtat; and β*-actin* F-gggtgtgatggtgggaatgg, R-ggttggccttagggttcagg. β*-Actin* was used for the normalization of mRNA expression levels. Non-reverse transcribed extracts were used as negative controls. Relative mRNA transcript levels were assessed using the standard ^ΔΔ^CT method (Livak and Schmittgen, 2001). PCR data are presented as means ± standard error of mean (SEM). Two group comparisons were made using unpaired two-tailed Student’s *t*-test. Multi group comparisons were made using one-way ANOVA (Bonferroni’s correction). Significance was accepted at *p* < 0.05. Graphpad software was used for statistical analysis and for generating graphs which were further adjusted using Canvas software.

### Western Blotting

Briefly, extracted proteins were separated on SDS-PAGE gels and transferred to nitrocellulose membranes. Membranes were blocked for 1 h with 5% milk incubated with the primary antibodies against the following: Alix (Bethyl Laboratories, A302-938A), Calretinin (Swant, CG1), CD63 (Santa Cruz Biotechnology, SC-15363), Flotillin1 (Abcam, AB41927), Porin (Calbiochem, 529536), Rab27a, TSG101 (Genetex, GTX70255), β-Actin (Sigma–Aldrich, A5441) overnight at 4°C, and finally incubated with horseradish peroxidase-conjugated secondary antibodies (Cell Signaling Technology). Protein bands were visualized using SuperSignal^®^ West Pico Chemiluminescent Substrate (Millipore) and imaged using a Fuji-film LAS-3000/4000. Band densities were analyzed using ImageJ software. Protein levels were corrected to β-actin. Protein data were analyzed and presented as for PCR data (see above).

### Exosome Enriched Fractions – Ultracentrifugation Method

The protocol was adapted from Perez-Gonzalez et al. (2012). Mouse brain tissue or hippocampi were removed from storage (−80°C) and placed in 1 ml of Hibernate A (Biosciences) and cut into small pieces. An additional 8 ml of Hibernate A was added and using a 10 ml plastic pipette, tissue was loosened further and manually triturated to obtain tissue dissociation. The solution was centrifuged at 300 × *g* for 10 min; note that this and further centrifugations were carried at 4°C. A distinct pellet and supernatant were observed. The supernatant was passed through a 40-μm mesh filter. The filtrate was passed through a 0.2-μm syringe filter. The filtrate was then centrifuged at 2000 × *g* for 10 min. Ice-cold PBS was added and centrifuged at 10,000 × *g* for 30 min. The supernatant was pipetted to an ultracentrifuge tube (polyalamar, thin-walled tubes, Fisher Scientific) which was ultracentrifuged at 100,000 × *g* (23,200 rpm on surespin360 rotor) for 70 min to pellet exosome-enriched fractions (EEFs). The tube was inverted and EEFs re-suspended in PBS.

### Exosome Enriched Fractions – Exosome Precipitation Solution (Kit) Method

Exosome-enriched fractions were also prepared using a kit-based method. We used the adapted exosome isolation protocol from above but omitted the 100,000 × *g* ultracentrifugation (UC) step. Briefly, 1 ml of cold PBS was used to cut brain tissue into smaller pieces and then was manually triturated with additional 1 ml PBS. The solutions were put through low speed centrifugations and also passed through two filters as above. Without additional PBS, after the 10,000 × *g* centrifugation, the exosome precipitation solution provided in the ExoQuick kit for biofluids was used, combining 500 μl sample with 120 μl kit solution followed by mixing at 4°C for 30 min. The sample was then spun at 13,000 rpm for 2 min at 4°C and then re-suspended in PBS.

### Transmission Electron Microscopy

For immunogold staining of exosomes, a nickel grid was placed on 5 μl of isolate for 45 min and fixed in 2% glutaraldehyde. Non-specific binding was blocked using 0.5% bovine serum albumin (BSA) in PBS for 15 min at RT, incubated with primary antibody at 1:50 for 60 min at RT, washed 3 × 3 min in PBS, incubated with gold conjugated secondary for 45 min at room temperature, washed with dH_2_O 3 × 3 min, and blotted using filter paper before allowing to dry completely. Imaging was performed with a Hitachi H7650 transmission electron microscope at an accelerating voltage of 100 kV.

### Zetasizer

A Zetasizer Nano ZS –1.0 was used to measure the size of particles in the EEF suspension. It was ensured that the sample was visibly a uniform homogenous mixture suspended in a volume of 850–1000 μl PBS. The disposable capillary cell (DTS1070) used was washed with PBS to ensure no residues from earlier samples were left. The Zeta cell was stoppered and then inserted into the instrument for particle size measuring via dynamic light scattering.

### Small RNA Library Preparation and RNA-Sequencing

RNA sequencing was performed to profile miRNAs in hippocampus-derived EEFs. A pilot study was performed to determine the minimum amount of hippocampal starting material needed to generate sequencing libraries from EEFs. The pilot study confirmed the kit-based technique required fewer hippocampi. Therefore, *n* = 5 hippocampi were pooled for each sample in the UC-based technique and *n* = 4 hippocampi were pooled for each sample in the kit-based technique. Three biological replicates of pooled samples obtained at 24 h and 2 week time-points were performed using the UC- and kit-based methods, separately. RNA was extracted from the EEFs post RNase-treatment. Isolated exosomes, re-suspended in 100 μl PBS, were treated with 2 μl (20 μg) RNase-A (Fisher Scientific). This was incubated at 37°C for 10 min on a shaker. To stop the reaction, 20 μl (400 U) RNase Inhibitor (Biosciences) was added and this was incubated at 37°C for 20 min. RNA extraction was carried out similar to above with 800 μl Trizol LS (Qiagen) used to triturate the sample, followed by a chloroform-mediated phase separation and isopropanol-mediated precipitation. The RNA was reconstituted in 7–9 μl RNase-free water at 60°C for 10 min, shaking at 800 rpm. After extraction of RNA, 5 μl from each sample was used to construct small cDNA libraries using the Illumina TruSeq Small RNA library kit, with each sample barcoded for identification. Small amounts of RNA input required slight modification in the protocol whereby all kit reagents were halved in order to prevent substantial adapter dimer formation. Libraries were size-selected using a Pippin Prep (Sage Science) with 3% agarose dye-free cassettes and size selection was validated using a 2100 High Sensitivity DNA Bioanalyzer chip (Agilent 2100). The concentration of each library was determined using the HS-dsDNA kit for Qubit. The cDNA libraries already barcoded for identification of each sample were pooled and sequenced at the Trinseq Facility at the Institute for Molecular Medicine at St. James Hospital, Dublin, on an Illumina miSeq (SY-410-1003).

### RNA-Sequencing Data Processing and Analysis

Sequencing data were uploaded to the Chimira webserver (Vitsios and Enright, 2015) where the sequences were adapter trimmed and mapped against miRBase v21 hairpin sequences to generate count-based miRNA expression data (Kozomara and Griffiths-Jones, 2014). Sequencing data are available from the Gene Expression Omnibus (*GSE136695*). MiRNA differential expression analyses were performed using R/Bioconductor. Normalization of miRNA expression count was by the method of trimmed mean of *M*-values (TMM) (Robinson and Oshlack, 2010). EdgeR (Robinson et al., 2010) and Limma (Ritchie et al., 2015) packages were utilized following the protocol by Law et al. (2016). An miRNA was considered to be differentially expressed if the *p*-value was <0.05. These were non-adjusted for multiple comparisons, except where indicated for individual miRNA validations in UC samples. Taqman-specific miRNA assays were carried out for individual miRNAs as a validation step, as per manufacturer’s guidelines. Further, likely cellular origins of EEFs based on their miRNA content were explored using literature. Enrichment of cell type-specific miRNAs in brain EEFs was drawn from specific papers (Jovicic et al., 2013; Butovsky et al., 2014; Ludwig et al., 2016). MiRNA were categorized based on strong association with neurons, astrocytes, or microglial origin. Furthermore, comparisons were drawn between data obtained here and the available EV database, i.e., ExoCarta (Mathivanan and Simpson, 2009).

For miRNA target identification and Gene Ontology (GO) enrichment analysis, experimentally validated targets were retrieved from miRTarBase Release 7.0 (Chou et al., 2018), TarBase v.8 (Karagkouni et al., 2018), and miRecords (Xiao et al., 2009) while predicted targets were retrieved from TargetScan Release 7.2 (Agarwal et al., 2015) and miRDB Version 6.0 (Liu and Wang, 2019). We calculated a miRNA–target interaction (MTI) score based on combined prediction algorithm scores and the number of publications associated with the validated MTIs, as described previously (Raoof et al., 2018). Enrichment analysis of GO terms was performed on all MTIs with a score >0.1 using ReactomePA R/Bioconductor package (Yu and He, 2016). GO terms with enrichment adjusted *p*-value < 0.05 were considered significant.

For editing analysis, the count-based data of miRNA modifications were also generated from Chimira (Vitsios and Enright, 2015). The data were then processed using custom python and unix bash scripts separately for UC and kit samples. Briefly, only miRNAs with at least 10 read counts and modifications within these mature miRNAs (internal modifications) were considered in this analysis. For all reported editing positions, the read counts for each modification were calculated. Considering an expected sequencing error rate of 0.01 (which is equal to the base quality Phred score of 20), we applied the binomial cumulative distribution *B*(*n*, *p* = 0.01), where *n* is the total read count of an miRNA and *p* is the probability of observing a miscalled nucleotide different from the reference nucleotide at any reported positions of the miRNA to (1) exclude the modifications arising from potential sequencing errors and (2) to keep only modifications which are significantly (FDR < 0.05) over-represented (referred as edited sites) compared to the expected sequencing error rate. This approach for identifying editing sites has been described (Alon et al., 2012). Only edited sites identified in at least two UC or two kit samples per group were kept. Then, unpaired two-sided *t*-tests were used to identify the differences in editing levels (defined as the ratio of the read count of each non-reference modification to the total read count of the miRNA where the editing occurred) between the groups at two different time points. Editing sites that passed the FDR threshold of 0.05 were considered as differentially edited sites between groups. All statistical calculations were performed in R and all the codes were available at GitHub^1^. Sequence motifs of the edited sites then were generated on Weblogo (Crooks et al., 2004).

## Results

### Subfield-Specific Changes in Exosome Biogenesis Components After Status Epilepticus

To determine if prolonged seizures *in vivo* affect the exosome biogenesis pathway we analyzed the expression of a set of genes from the ESCRT-dependent and -independent pathways after status epilepticus. Prolonged seizures were induced by unilateral microinjection of KA into the amygdala of mice. Consistent with previous reports (Araki et al., 2002; Mouri et al., 2008; Diviney et al., 2015; Jimenez-Mateos et al., 2015), this produced characteristic damage to the ipsilateral hippocampus, comprising irreversible neuronal death confined mainly to the CA3 subfield (Supplementary Figure 1). Occasional cell death was evident within the ipsilateral hilar region of the DG and CA1 subfield while the contralateral hippocampus did not display irreversible neuronal death (Supplementary Figure 1). Brain tissue sections from mice 2 weeks after status epilepticus no longer displayed active neuronal death but featured characteristic neuron loss with the ipsilateral CA3 subfield and attendant astrogliosis.

Exosome biogenesis components were compared between KA and PBS injected-control samples for each major subfield at 4, 8, and 24 h (acute phase) or 2 weeks later (chronic). Analysis of the ESCRT-dependent genes in the ipsilateral CA1 and CA3 subfields of the hippocampus found no differences in expression of any pathway genes up to 24 h after status epilepticus (Figure 1A). In contrast, three ESCRT-dependent pathway genes (*Hrs*, *Stam1*, and *Alix*) were upregulated within the ipsilateral DG subfield at 24 h (Figure 1A). In the contralateral CA1 subfield, there were no significant changes in expression of ESCRT-dependent genes up to 24 h after status epilepticus (Figure 1B). There was upregulation of *Stam1* within the contralateral CA3 subfield at 24 h. Bi-directional changes were found for ESCRT-associated genes within the contralateral DG, with down-regulation of *Hrs* and upregulation of *Alix* (Figure 1B).

**FIGURE 1:**
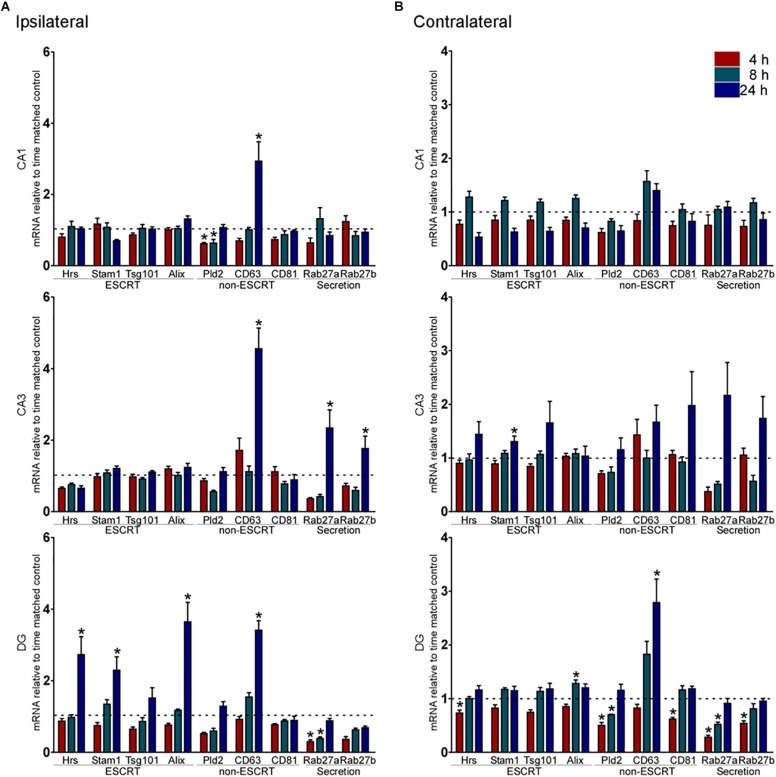
Acute changes to exosome biogenesis transcripts after status epilepticus in hippocampal subfields. Graphs show transcript (mRNA) levels 4, 8, and 24 h after status epilepticus (SE) induced by KA compared to control in each subfield of the **(A)** ipsilateral and **(B)** contralateral, hippocampus. Levels were normalized to β*-actin*. Shown are ESCRT-dependent exosome biogenesis transcripts, ESCRT-independent exosome biogenesis transcripts, and potential exosome secretion transcripts. Dotted line indicates control level. Graphs show mean ± SEM. ^∗^*p* < 0.05 compared to matching control. *n* = 4–6 per group; ANOVA with Bonferroni *post hoc* test.

There were several changes to the expression of ESCRT-independent pathway transcripts after status epilepticus. Expression of *CD63* was increased in all three ipsilateral subfields at 24 h (Figure 1A). *Rab27a* and *Rab27b* expression was also increased after status epilepticus in the ipsilateral CA3 subfield (Figure 1A). In contrast, *Rab27a* levels were down-regulated within the ipsilateral DG. Levels of *Pld2* showed a decrease at earlier time-points in CA1 only. There were no changes in any ESCRT-independent genes tested in the contralateral CA1 or CA3 subfields, while the contralateral DG displayed bi-directional changes including lower levels of *Pld2*, *Rab27a*, and *Rab27b* (Figure 1B).

To explore whether these transcriptional changes were associated with corresponding protein changes we performed immunoblotting for a selection of pathway components (Figure 2). Western blot analysis of hippocampal samples for Alix, Tsg101, and Rab27a showed no statistical difference (*p* > 0.05) in protein levels over the time course examined in either the ipsilateral or contralateral hippocampus (Figures 2A,B). These results suggest that changes to the expression of exosome pathways are restricted to a transcriptional level during the acute phase following status epilepticus. This is most evident within the DG subfield of the damaged ipsilateral hippocampus and also affects subfields that display neuron loss in the model.

**FIGURE 2:**
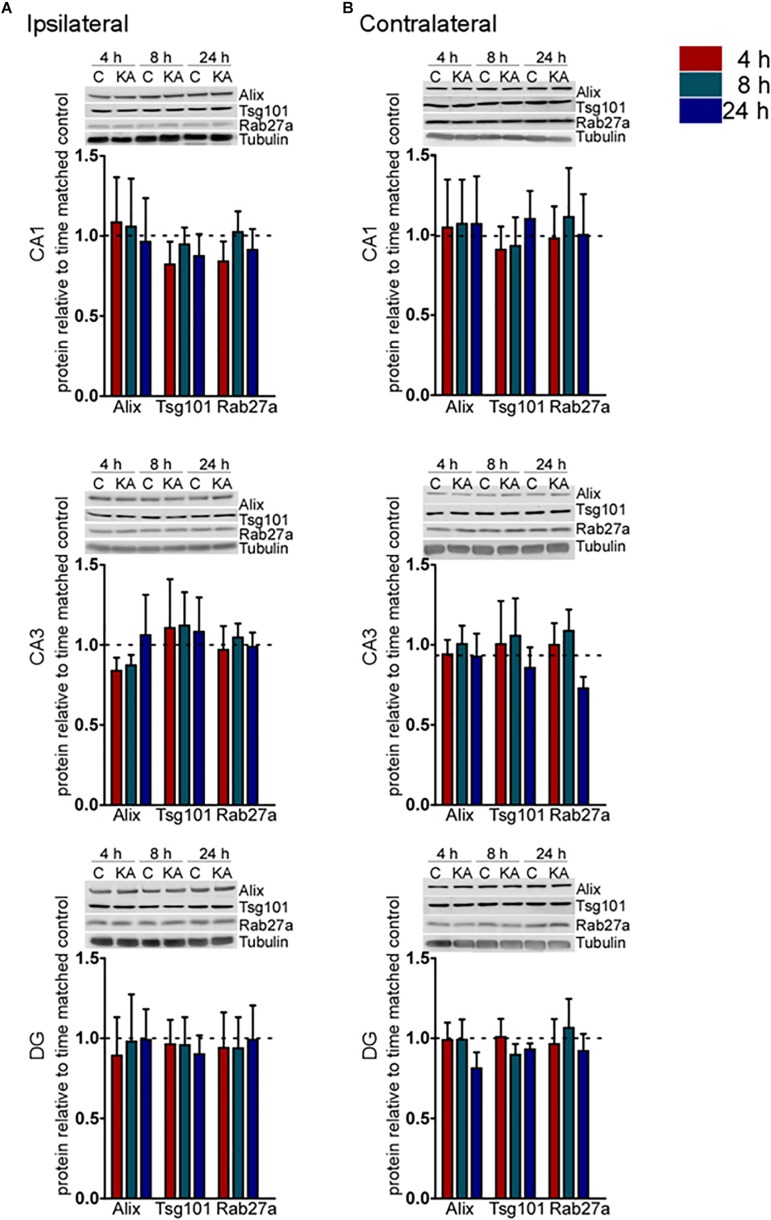
Acute regulation of protein levels of exosome biogenesis pathways after status epilepticus in hippocampal subfields. Representative immunoblots and graphs show protein levels of Alix, Tsg101, and Rab27a exosome pathway components 4, 8, and 24 h after SE compared to control (C) in each subfield of the **(A)** ipsilateral and **(B)** contralateral, hippocampus. Graphs show mean ± SEM. Protein levels were normalized to tubulin (*n* = 4–5 per group; ANOVA with Bonferroni *post hoc* test showed no significant differences).

### Subfield-Specific Changes to Exosome-Associated Pathway in the Hippocampus 2 Weeks Following Status Epilepticus

We next investigated whether status epilepticus causes any longer-lasting changes to the expression of exosome pathway components, assessing the same transcripts 2 weeks after status epilepticus when spontaneous recurrent seizures typically occur in this model (Mouri et al., 2008; Jimenez-Mateos et al., 2015). However, mice were not monitored electrographically or by video to determine whether epilepsy occurred.

A small number of exosome biogenesis genes were found to be differentially expressed in the hippocampus of 2-week post-status epilepticus mice (Figure 3). On the ipsilateral side, there were no differences in expression of any of the exosome pathway transcripts in the CA1 or CA3 subfields (Figure 3A), but expression of two of the ESCRT-independent genes, *CD81* and *Pld2*, was increased in the DG. On the contralateral side, *Hrs* expression was increased in the CA3 region and *Rab27b* was decreased (Figure 3B). In the DG, only *Alix* levels were altered in the contralateral hippocampus (Figure 3B).

**FIGURE 3:**
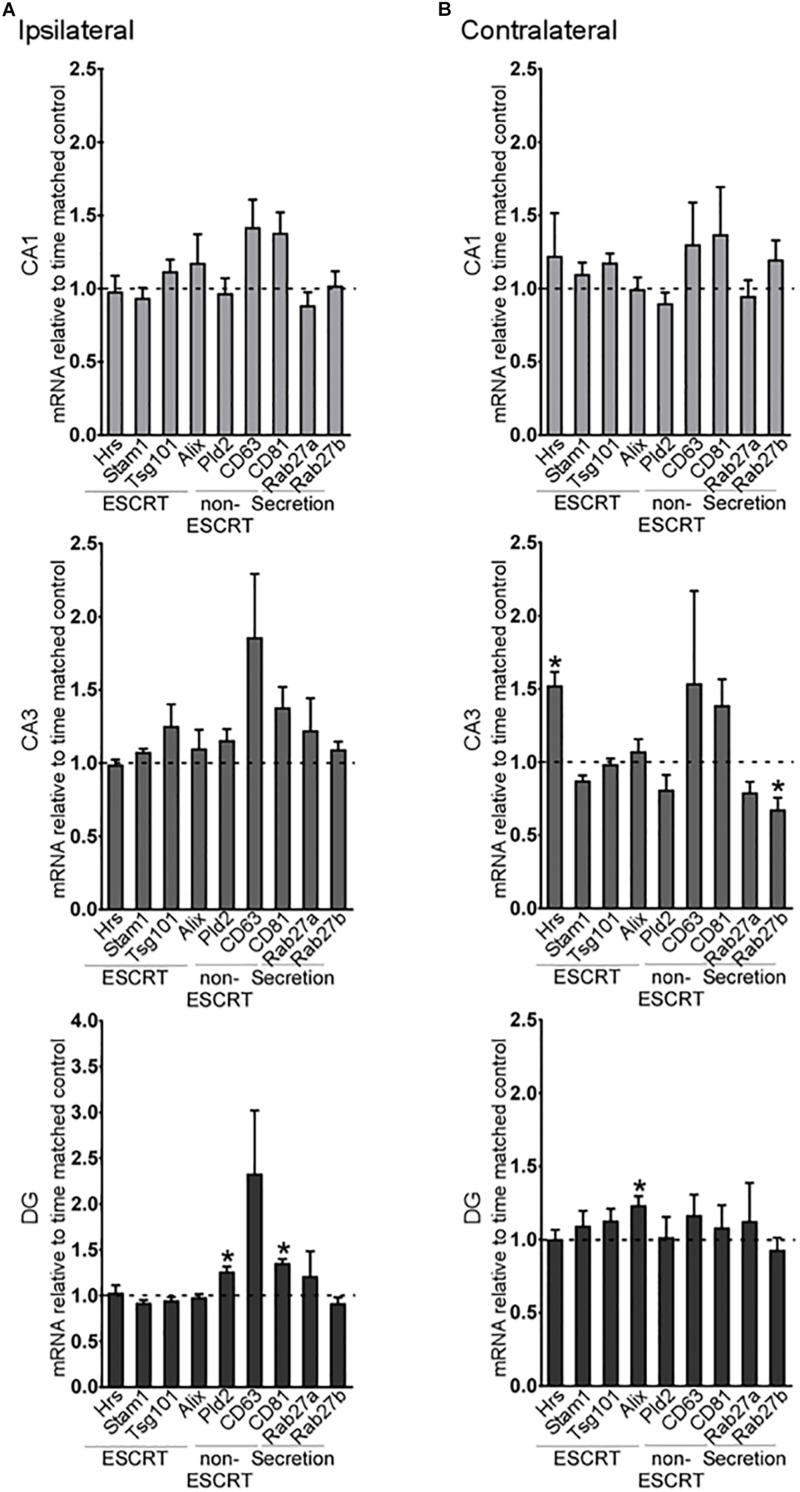
Long-term regulation of exosome biogenesis transcripts in hippocampal subfields after status epilepticus. Graphs show mRNA levels of exosome pathway components in samples obtained 2 weeks after SE for each subfield in the **(A)** ipsilateral and **(B)** contralateral hippocampus. Transcript levels were normalized to β*-actin*. Graphs show mean ± SEM. *n* = 5 per group. ^∗^*p* < 0.05, *t*-test comparing to control.

Analysis of a selection of the proteins at this time point found an increase in Alix and Tsg101 in the CA3 subfield on the ipsilateral hippocampus (Figure 4A). On the contralateral side, Alix was also increased in the CA3, while, in the DG, levels of Alix, Tsg101, and Rab27a were all elevated (Figure 4B). Thus, at later time points after status epilepticus there are fewer transcriptional changes in the exosome pathway but changes at the protein level become more apparent, suggestive of a shift toward post-transcriptional mechanisms of gene expression control. Taken together, these studies suggest modest spatio-temporal expression changes in the exosome biogenesis pathway after status epilepticus.

**FIGURE 4:**
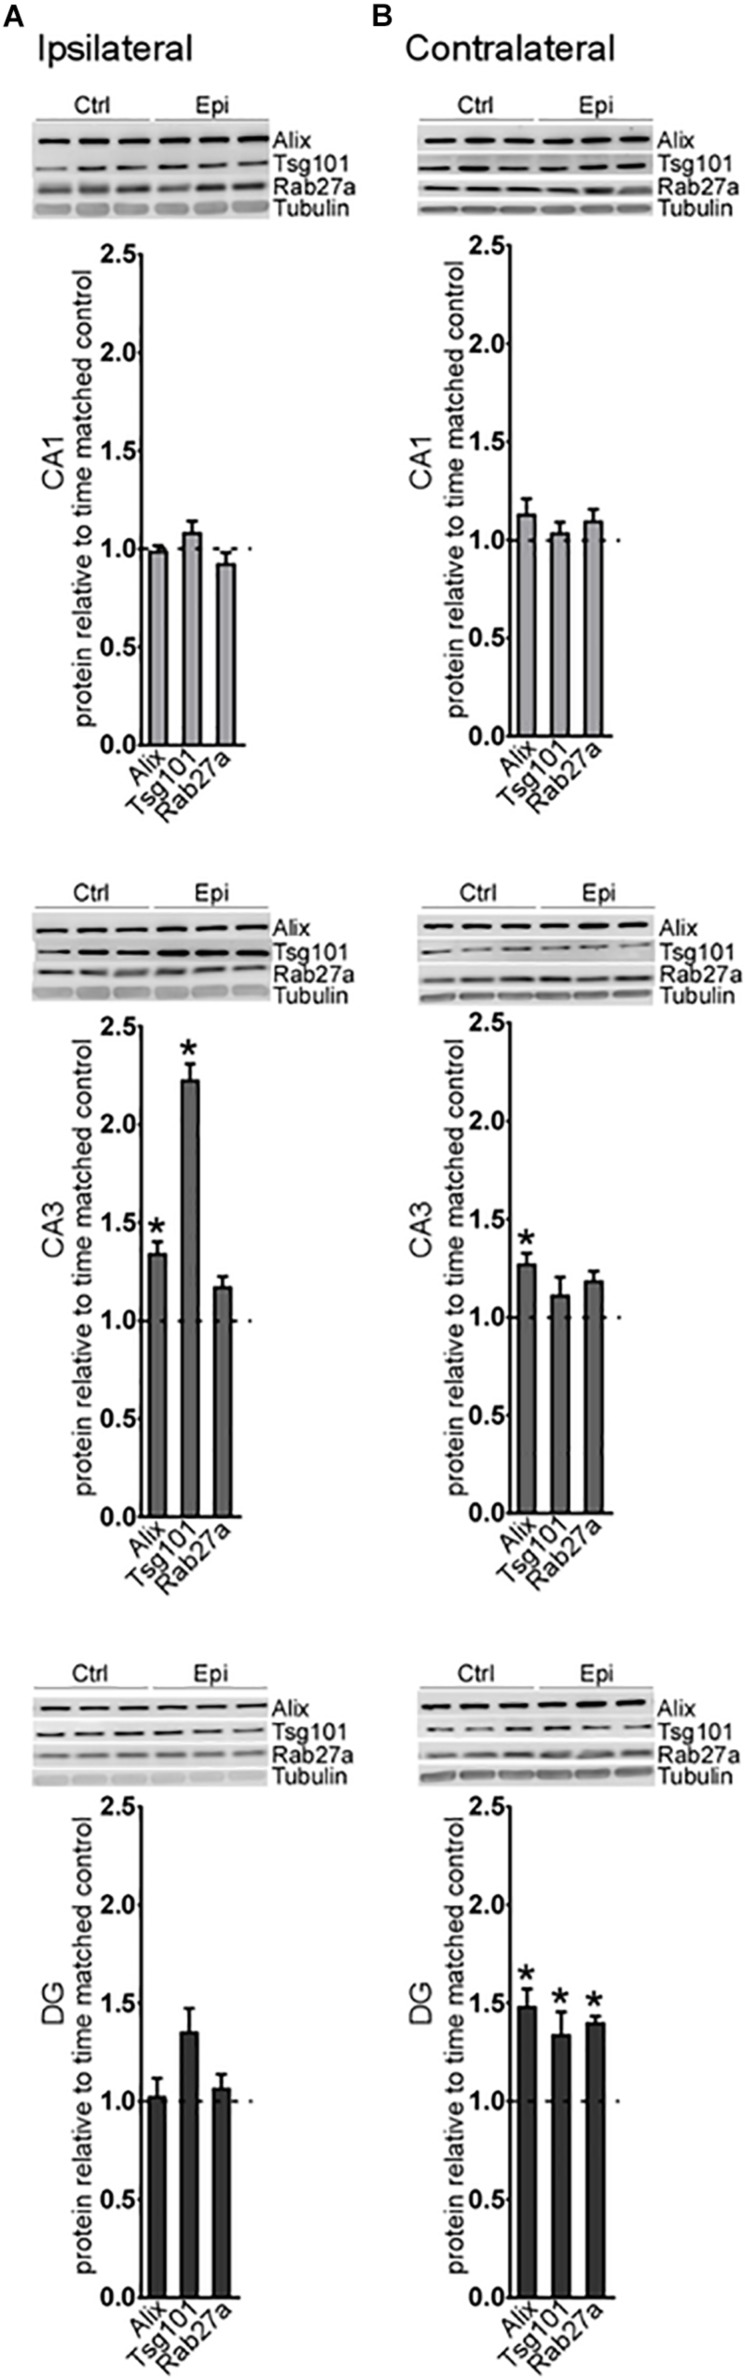
Long-term regulation of exosome biogenesis proteins after status epilepticus in hippocampal subfields. Representative western blots and graphs show levels of a set of exosome proteins in samples obtained 2 weeks after SE for each subfield in the **(A)** ipsilateral and **(B)** contralateral hippocampus. Protein levels are normalized to tubulin. Graphs show mean ± SEM. *n* = 5–6 per group. ^∗^*p* < 0.05, *t*-test comparing to control.

### Preparation of Exosome-Enriched Fractions From Mouse Hippocampus

In order to explore the miRNA content of mouse hippocampal exosomes, we used both kit- and centrifugation-based methods to obtain EEFs. Using a kit-based method, we confirmed EEFs were enriched for exosomal markers Alix and CD63 in control (naïve) mouse brain samples and had an appropriate size of approximately 100 nm (Supplementary Figure 2a). EEFs prepared from naïve brain samples using an UC-based technique were also enriched for appropriate markers including Alix and Flotillin1 and had an appropriate size and spherical morphology (Supplementary Figure 2b). Immuno-gold staining of EEF-prepared samples using UC confirmed CD63 on the exosomes from isolates (Supplementary Figure 2c). The two isolation techniques were also compared for the relative presence of contaminants, i.e., non-exosomal markers, namely porin (mitochondria marker) and calretinin [endoplasmic reticulum (ER) marker] (Supplementary Figure 2d). With the kit-derived EEFs we could detect calretinin but no mitochondrial contamination. In contrast, the UC-prepared EEFs showed the presence of the ER and mitochondrial markers but were more enriched for Flotillin1, a well-known exosome marker. Accordingly, we proceeded to undertake the miRNA analysis using samples prepared using both methods. Since surface-bound RNAs including miRNAs can be a major source of contamination in exosome studies, sequencing was performed after EEF samples were treated with RNase.

### Mouse Hippocampus-Derived EEFs Contain a Conserved Set of Abundant miRNAs

Small RNA sequencing was performed on EEFs prepared from pools of whole hippocampi from mice subject to status epilepticus at two time points (24 h and 2 weeks) and time-matched controls. 

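EEFs were prepared from pooled hippocampi of male mice given 0.3 μg KA in 0.2 μl, or PBS, into the basolateral amygdala. Each sample pooled 5 hippocampi for ultracentrifugation (UC) and 4 for the precipitation kit, and each of the 8 groups (UC or kit, control or KA, 24 h or 2 weeks) had 3 libraries. The authors trimmed adapters and mapped the reads to miRNA hairpins with the Chimira web server, which counts the reads assigned to each mature miRNA. The deposited values are these counts in the 24 libraries, without normalization. In the UC controls, the total count per library ranged from 95855 to 137351 (median 135887) at 24 h and from 85436 to 169639 (median 124525) at 2 weeks. In the UC libraries of KA mice it ranged from 88322 to 128783 (median 106430) at 24 h and from 150256 to 168443 (median 168312) at 2 weeks. The kit controls had 154884 to 290175 (median 259098) counts at 24 h and 219326 to 423895 (median 280706) at 2 weeks. The kit libraries of KA mice had 273380 to 389402 (median 345880) counts at 24 h and 247015 to 676726 (median 251694) at 2 weeks. Library totals were scaled with edgeR's TMM factors, which lay between 0.821 and 1.15. Replicates of a group differed by more than counting error, since chi-square per degree of freedom was between 5.89 and 183 in the 24 pairs of libraries from one group.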

Figure 5A provides an overview of the sequencing. The total count numbers per sample as mapped to miRBase_V21 are highlighted (Figure 5B). 

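Over all 24 libraries, 5371420 counts were assigned to 1073 mature miRNA names, of which 1034 (96.4%) could be placed on a hairpin in the GENCODE annotation of GRCm38. The 12 UC libraries had 85436 to 169639 counts (median 132335) and the 12 kit libraries 154884 to 676726 (median 277043). A single read therefore corresponded to 5.89 to 11.7 CPM with UC and to 1.48 to 6.46 CPM with the kit. At least 1 read was present for 420 to 479 miRNAs per UC library (median 458.5) and for 491 to 609 per kit library (median 525.5). At 24 h, the median number of miRNAs per library was 448 in UC controls, 465 in UC KA samples, 522 in kit controls and 588 in kit KA samples. At 2 weeks, it was 470 in UC controls, 457 in UC KA samples, 528 in kit controls and 521 in kit KA samples.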

The data were filtered to remove any low-quality sequences; a count per million (CPM) value of 1 (log-CPM of zero) in at least six samples was used as a threshold for miRNAs to be considered “expressed.”

**FIGURE 5:**
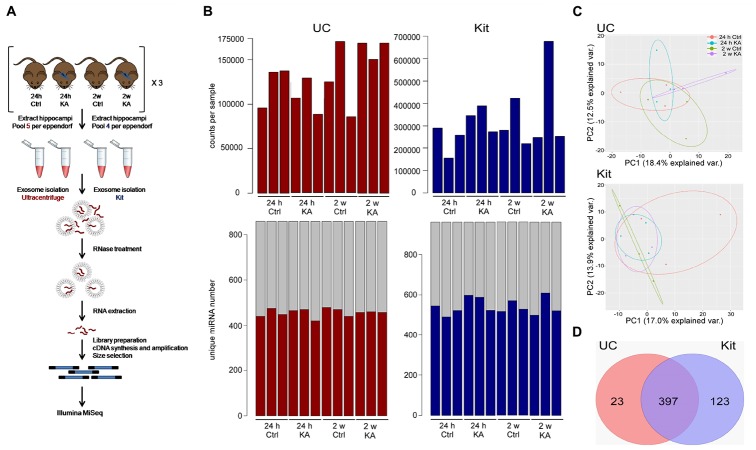
Study design and sequencing of EEF miRNAs. **(A)** Schematic of experimental design for miRNA sequencing. EEFs were prepared using hippocampi from sets of control (Ctrl) or KA-treated mice using UC- or kit-based methods. EEFs were then RNAse treated to remove non-enclosed miRNAs and processed for RNA sequencing. **(B) Top:** bar plot showing total number of counts per sample mapping to miRBase_V21. **Bottom:** Number of confidently called, unique miRNA identified in each sample. **(C)** Principal component analysis (PCA) plot showing clustering of the 420 and 520 filtered miRNAs from UC and kit samples, respectively. **(D)** Venn diagram shows the number of detected miRNAs in exosomes post filtration in UC and in kit, highlighting EEF miRNAs common to both methods.

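Because 1 read exceeded 1 CPM in every library, a miRNA passed this threshold when at least 1 read was present in 6 of the 12 libraries of a method. On the deposited counts, 420 miRNAs passed with UC and 520 with the kit. The strictest alternative, at least 10 counts in at least 6 libraries, moved these numbers most, to 202 with UC and 264 with the kit. When the kit libraries were thinned at random to the median UC total, 425 miRNAs were detected with the kit.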

A total of 420 and 520 unique miRNAs were detected in total across samples using the UC and kit methods, respectively (Figure 5B). 

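For the PCA, log2 CPM values (TMM-scaled, prior count 2) of the miRNAs that passed the filter were centred and scaled to unit variance. PC1 held 22.2% of the variance among the 12 UC libraries and PC2 13.0%. Among the 12 kit libraries, PC1 held 20.8% and PC2 15.1%, where each component would hold 9.09% if the variance were spread evenly. Treatment accounted for a share (R²) of 0.174 of the PC1 scores with UC and 0.153 with the kit, and time for 0.297 and 0.156. The replicate number accounted for 0.818 of the PC2 scores of the kit libraries. Restricting the PCA to miRNAs with at least 10 counts in every library moved the PC1 share most, to 30.99% with UC and 33.03% with the kit.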

A principal component analysis (PCA) of these miRNAs from the UC and kit samples showed low variance between samples using both methods (Figure 5C). This indicates a broadly similar miRNA composition between methods and between control and seizure samples. 

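With all 24 libraries in one PCA of the miRNAs that passed the filter with both methods, PC1 held 39.3% of the variance and PC2 8.41%. On PC1, the UC libraries scored between −18.6 and −4.31 and the kit libraries between 10.5 and 14.7, and the method accounted for 0.946 of the scores (R²). Each method was handled as its own set of libraries, so the method and the library set cannot be told apart. Of 397 miRNAs tested over all 24 libraries, 263 differed in relative abundance between UC and kit at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, treatment and time as covariate). Of these, 132 were higher with the kit. The alternative that moved this number most, at least 10 counts in every library, gave 120 of 146 miRNAs. From the PCA of each method, the paper concludes that miRNA composition was broadly similar between methods and between control and seizure samples.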

We found 397 miRNAs were common to both UC and kit-based preparation techniques (Figure 5D). Thus, EEFs contain diverse and largely consistent miRNA contents independent of preparation technique.

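The miRNAs that passed with both methods numbered 397 on the deposited counts, and they held 99.9% of the reads of either method. A further 123 miRNAs passed only with the kit, with a median abundance of 4.41 CPM and a maximum of 51.9 CPM in the kit libraries. The 23 miRNAs that passed only with UC had a median of 7.57 CPM and a maximum of 28.6 CPM in the UC libraries. Requiring at least 10 counts in at least 6 libraries left 193 common miRNAs, and leaving out one replicate number in turn left 343 to 353.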

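Mean abundance over the 12 libraries of each method was correlated across the 397 common miRNAs (Spearman 0.897, Pearson 0.923 on log2 CPM), although miRNAs are not independent replicates. The Spearman value was between 0.883 and 0.899 when one replicate number was left out in turn. The miRNAs with the lowest p-values for a difference between methods were miR-219a-2-3p, miR-126a-5p and miR-296-3p. The log2 difference of kit minus UC was −3.08 for miR-219a-2-3p (standard error 0.14, adjusted p = 4.33e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its abundance was 7007 ± 1072 CPM with UC and 854 ± 153 CPM with the kit (SD, n = 12 libraries each). The log2 difference was 3.28 for miR-126a-5p (standard error 0.19) and −3.58 for miR-296-3p (standard error 0.22). Among abundant miRNAs, and chosen after its values were seen, miR-6236 had 23423 ± 10716 CPM with UC and 2999 ± 1018 CPM with the kit, and 94.7% of its reads carried an altered end.

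**Figure D1:**
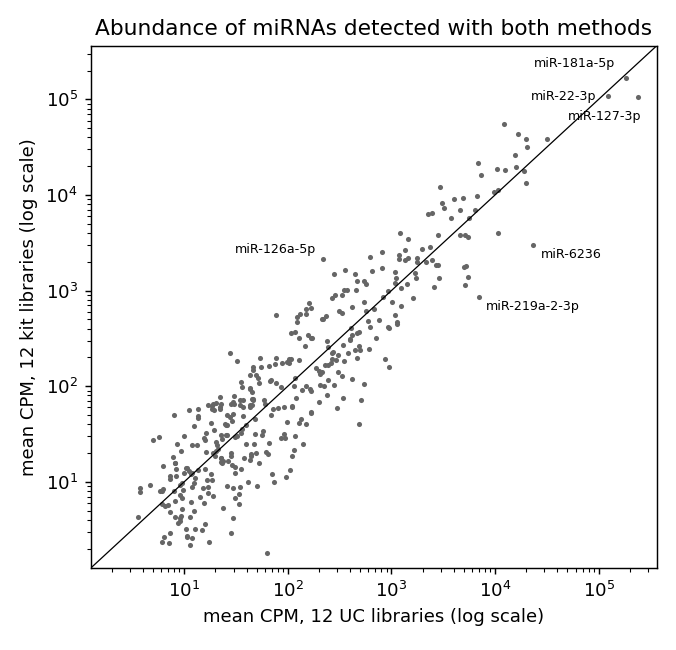
Mean CPM of each of the 397 miRNAs that passed the filter with both methods, over 12 UC libraries (x axis) and 12 kit libraries (y axis), both on log scales. Each point is a miRNA and the line marks equal abundance; miR-219a-2-3p lies below the line and miR-126a-5p above it.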

We next explored the most abundant miRNAs within EEFs, and how these were affected by status epilepticus (Figure 6). 

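In the 12 UC libraries, mean abundance was 240968 ± 54618 CPM for miR-127-3p, 183306 ± 28080 CPM for miR-181a-5p and 121842 ± 18036 CPM for miR-22-3p (SD, n = 12). In the 12 kit libraries it was 106389 ± 17966, 168796 ± 24589 and 108138 ± 27988 CPM for the same miRNAs (SD, n = 12). They ranked as the 3 most abundant in each of the 8 groups, in 12 of 12 UC libraries and in 9 of 12 kit libraries. The hairpin of miR-127-3p lies on chromosome 12 of GRCm38 from 109592846 to 109592915, within an exon of Rtl1 on the opposite strand. The hairpin of miR-22-3p lies on chromosome 11 from 75463716 to 75463810, and miR-181a-5p has hairpins on chromosomes 1 and 2.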

The three most abundant miRNA found in EEFs – 127-3p, miR-181a-5p, and miR-22-3p – were common to both isolation techniques in both control and KA samples, of which miR-127-3p is known to be exosome- and brain-enriched (Koppers-Lalic et al., 2014). Including these, 16 of the 20 most abundant miRNAs in EEFs across all samples were common: miR-30a-5p, miR-9-5p, miR-181b-5p, miR-27b-3p, miR-541-5p, miR-26a-5p, let-7i-5p, let-7c-5p, miR-143-3p, let-7f-5p, miR-191-5p, miR-30e-5p, and miR-128-3p (Figure 6A). This confirms high conservation of miRNA abundance within EEFs, regardless of isolation technique.

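Ranked by mean CPM over the 12 libraries of each method, 17 miRNAs were among the 20 most abundant with both methods. Besides those listed, miR-30d-5p ranked 18 with UC and 19 with the kit. The other miRNAs among the UC top 20 were miR-6236 (rank 38 with the kit), miR-378a-3p (rank 31) and miR-219a-2-3p (rank 83). Those found only in the kit's top 20 were miR-434-3p, miR-101a-3p and miR-410-3p, with UC ranks of 21, 22 and 38. MiR-30d-5p, miR-434-3p, miR-101a-3p, miR-410-3p and miR-6236 fell outside the rule for named miRNAs and are given after their values were seen. Control libraries alone gave 18 common miRNAs. Members of the let-7 family share stretches of sequence between hairpins, such as 21 nucleotides in the 5′ arms of those of let-7c and let-7a, so their counts are uncertain as to the copy.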

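The 20 most abundant miRNAs held 80.9% of the reads with UC and 78.5% with the kit. MiR-127-3p, miR-181a-5p and miR-22-3p together held 54.6 ± 4.45% of the reads with UC and 38.3 ± 1.49% with the kit (SD, n = 12 libraries each). The 3 most abundant miRNAs of each single library held 47.4 to 62.7% with UC and 35.2 to 40.99% with the kit, ranges that did not overlap. MiR-127-3p was lower with the kit by a log2 difference of −1.22 (standard error 0.13, adjusted p = 4.43e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Let-7f-5p ranked 14 with UC (12236 CPM) and 4 with the kit (55756 CPM).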

**FIGURE 6:**
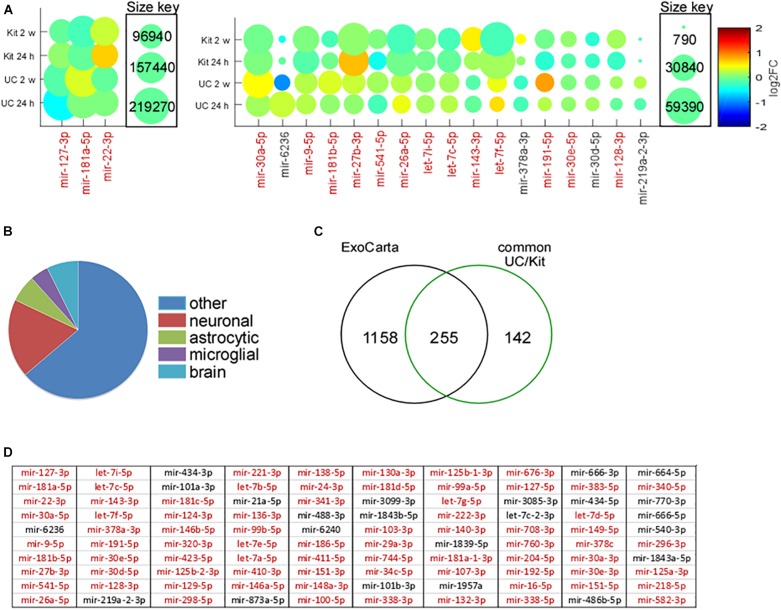
Abundance, cell origins, and ExoCarta analysis of EEF miRNA content. **(A)** Amounts of miRNAs identified by small RNA sequencing of EEFs from mouse hippocampus. MiRNAs are ordered on a Matlab-based visual graphic, according to average log2FC across all samples, from highest to lowest abundance. The size of the visual graphic bubble shows the number of reads (CPM) of each miRNA detected in the samples and its color represents the log2FC in KA relative to PBS control levels. Presented are the top 20 miRNA in the UC-derived EEFs, of which 16 are common across all 24 samples (in red). **(B)** Pie chart depicts the assignment of miRNA based on likely cell type for the common 397 miRNAs detected in both UC and kit EEFs. **(C)** Venn diagram showing overlap (∼64%; 255 of 397) of the detected miRNA with those listed in the exosome contents database, Exocarta. **(D)** Top 100 miRNA (most abundant based on average across all 12 samples in UC) expressed in EEFs from both UC and kit. The miRNAs colored red are listed in ExoCarta.

### miRNA Composition of Hippocampal EEFs Suggests Multiple Cellular Origins

We next explored the likely cellular origins of EEFs based on their miRNA content (Figure 6B). Attribution of a miRNA to a specific cell type was based on *in vitro* and *in vivo* datasets (Bak et al., 2008; Jovicic et al., 2013; Butovsky et al., 2014; Ludwig et al., 2016). Of the 397 miRNAs common to both EEF preparation methods, 73 were strongly associated with neuronal expression, 25 were known to be enriched in astrocytes, and 17 were of likely microglial origin (Figure 6B). Last, we compared our hippocampus EEF-miRNA content to a reference database (ExoCarta), a manually curated reference database of exosomal proteins, RNA, and lipids. This revealed that 255 out of the 397 (∼64%) of the commonly detected miRNA were listed in ExoCarta (Figure 6C), with strong overlap of the top 100 miRNA (Figure 6D).

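The 100 miRNAs with the highest mean abundance on the deposited counts were the 100 drawn in Fig. 6D. They held 97.3% of the reads with UC and 95.98% with the kit, and 81 of them were also among the 100 most abundant in the kit libraries. The 77 of them that Fig. 6D marks as listed in ExoCarta held 90.6% of the UC reads and 89.4% of the kit reads. The other 23 held 6.72% and 6.63%. The ExoCarta database itself was not used here.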

### Temporal Changes to Exosome-Enriched Fraction miRNA Content After Status Epilepticus

We investigated differential expression of all miRNAs in EEFs obtained either 24 h or 2 weeks following status epilepticus. 

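Differential expression was tested on the deposited counts with edgeR's quasi-likelihood test, with the 12 libraries of a method in 4 groups, so that all groups shared one estimate of the spread. The biological coefficient of variation estimated across miRNAs was 0.288 with UC and 0.334 with the kit. A miRNA was taken as changed at an unadjusted p-value under 0.05, the paper's threshold, and the number past an adjusted p-value (Benjamini-Hochberg) under 0.05 was counted beside it. By chance, 21 of the 420 miRNAs tested with UC and 26 of the 520 tested with the kit would pass the unadjusted threshold in each comparison. With 3 libraries per group, a two-sided exact permutation test of a single miRNA cannot give a p below 0.1.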

Status epilepticus changed the EEF content for 16 and 17 miRNAs in UC or kit samples at 24 h, respectively (Figure 7A). 

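At 24 h, 12 of 420 miRNAs passed the unadjusted threshold with UC, 7 of them (58.3%) higher after KA, and 2 passed after adjustment. With the kit, 24 of 520 miRNAs passed, 21 of them (87.5%) higher after KA, and 0 passed after adjustment. Of the miRNAs listed in Fig. 7A, 11 of 16 were among those called with UC and 14 of 17 among those called with the kit. Limma-voom called 18 miRNAs with UC and 33 with the kit, and these included every listed miRNA. Scaling to miR-25-3p and miR-92b-3p, the reference miRNAs, moved the kit result most: 43 miRNAs passed and 9.30% of them were higher after KA, with a median log2 fold change of −0.40 over all miRNAs. With library size only or RLE size factors, 65.4% of the kit calls were higher. With UC, 75% were higher under the reference scaling. All 3 KA libraries lay above or below all 3 controls for 9.29% of the miRNAs with UC and 9.81% with the kit, where chance gives 10% without ties. MiRNAs without reads in several libraries are tied, which lowers the chance share, so an excess over chance is not excluded.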

In samples obtained 2 weeks after status epilepticus there were significant differences for 28 and 8 miRNAs in UC or kit samples, respectively. 

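At 2 weeks, 33 of 420 miRNAs passed the unadjusted threshold with UC, 20 of them (60.6%) higher after KA, and 4 passed after adjustment. With the kit, 14 of 520 passed, 7 of them (50.0%) higher, and 0 passed after adjustment. With the replicate number as a block, 36 miRNAs passed with UC (6 after adjustment) and 16 with the kit (2 after adjustment). Libraries with the same replicate number deviated from their group means with a correlation of 0.168 for UC and 0.351 for the kit. The calls included 22 of the 28 miRNAs listed for UC and 7 of the 8 listed for the kit, and limma-voom, with 30 and 16 calls, included all of those listed. The direction of the UC calls depended on the scaling. The share that was higher after KA was 42.9% with RLE size factors and 40.0% with library size only. It was 0% when scaled to miR-25-3p and miR-92b-3p, where the median log2 fold change over all miRNAs was −0.54. That scaling rests on few reads, 28 to 87 of miR-25-3p and 26 to 67 of miR-92b-3p per control library. After KA there were 70 to 136 and 32 to 110, with the most of either in KA replicate 3. For the kit, 70.0% were higher under that scaling. KA and control libraries did not overlap for 10.7% of the miRNAs with UC and 5.19% with the kit. Chance gives 10% without ties and less with them.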

The identities of these miRNAs are provided in Figure 7A. This included, at 24 h after status epilepticus, changes to levels of miR-21a-3p, miR-21a-5p, and miR-107-3p. 

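MiR-21a-3p and miR-21a-5p come from one hairpin on chromosome 11 of GRCm38 (86584067 to 86584158, minus strand) within an exon of Vmp1. With UC, miR-21a-3p rose from 182 ± 27.03 CPM in controls to 877 ± 188 CPM at 24 h after KA (SD, n = 3), from 15 to 27 reads per control library to 76 to 135 reads. Its log2 fold change was 2.25 (standard error 0.37, adjusted p = 8.71e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it lay between 2.13 and 2.42. With the kit, miR-21a-3p rose from 55.7 ± 22.3 to 143 ± 73.6 CPM (SD, n = 3), a log2 fold change of 1.31 (standard error 0.48, adjusted p = 0.673 from the same edgeR test, unadjusted 0.0118). MiR-21a-5p rose from 2261 ± 354 to 6385 ± 969 CPM with UC (SD, n = 3), a log2 fold change of 1.50 (standard error 0.28, edgeR adjusted p = 0.000413). With the kit it rose from 3887 ± 1271 to 7204 ± 849 CPM (SD, n = 3), a log2 fold change of 0.89 (standard error 0.31, edgeR adjusted p = 0.673, unadjusted 0.00865). MiR-107-3p, on chromosome 19 (34820687 to 34820773) in an intron of Pank1, shares 24 nucleotides with the hairpins of miR-103, so its counts are uncertain as to the copy. It rose from 785 ± 165 to 1670 ± 369 CPM with UC (SD, n = 3), a log2 fold change of 1.09 (standard error 0.31, edgeR adjusted p = 0.0979, unadjusted 0.00111). With the kit it rose from 1258 ± 190 to 2246 ± 932 CPM (SD, n = 3), a log2 fold change of 0.83 (standard error 0.31, edgeR adjusted p = 0.673, unadjusted 0.0134). With each kit library left out in turn, the value of miR-107-3p lay between 0.38 and 1.04. Of these 6 fits, 4 kept an unadjusted p-value under 0.05, against 5 of 6 for miR-21a-3p and for miR-21a-5p with the kit. Among the scalings, that to miR-25-3p and miR-92b-3p lowered the kit values most, to 0.92 for miR-21a-3p, 0.46 for miR-21a-5p and 0.33 for miR-107-3p. The difference between kit and UC in these changes did not pass adjustment for any of the 3 miRNAs (interaction in edgeR's quasi-likelihood test, adjusted p = 0.996 for each).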

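At 2 weeks with UC, miR-21a-5p was 3116 ± 348 CPM in controls and 6610 ± 1680 CPM after KA (SD, n = 3), a log2 fold change of 1.08 (standard error 0.27, edgeR adjusted p = 0.0326). With each library left out in turn, its log2 fold change lay between 0.94 and 1.19, and 2 of the 6 fits kept an adjusted p-value under 0.05. With the kit it was 4577 ± 834 CPM in controls and 12571 ± 4991 CPM after KA (SD, n = 3), a log2 fold change of 1.46 (standard error 0.31, edgeR adjusted p = 0.0623, unadjusted 0.000120). With the replicate number as a block, the log2 fold change of miR-21a-5p was 1.07 with UC (edgeR adjusted p = 0.00977) and 1.45 with the kit (edgeR adjusted p = 0.0132). MiR-146a-5p was 2253 ± 83.1 CPM in UC controls and 5236 ± 1213 CPM after KA (SD, n = 3), a log2 fold change of 1.22 (standard error 0.27, edgeR adjusted p = 0.0149). With the kit it was 1201 ± 467 CPM in controls and 4569 ± 3752 CPM after KA (SD, n = 3), a log2 fold change of 1.93 (standard error 0.48, edgeR adjusted p = 0.168, unadjusted 0.000646). A single library, KA replicate 2, held 8750 CPM of miR-146a-5p, and the log2 fold change lay between 1.14 and 2.35 with each kit library left out in turn. With the replicate block, the log2 fold change of miR-146a-5p was 1.197 with UC (edgeR adjusted p = 0.00568) and 1.74 with the kit (edgeR adjusted p = 0.00528). Scaled to miR-25-3p and miR-92b-3p, the UC values at 2 weeks fell to 0.42 for miR-21a-5p and 0.57 for miR-146a-5p. With individual assays of the same samples, normalized to the same reference miRNAs, the paper reports higher miR-21a-5p at this time with UC. MiR-25-3p itself had a log2 fold change of 0.75 at 2 weeks with UC (unadjusted p = 0.0487 and adjusted p = 0.577 from edgeR's quasi-likelihood test), and miR-92b-3p 0.50. At 24 h, miR-146a-5p had log2 fold changes of −0.39 with UC and −0.32 with the kit, the latter turning to 0.02 without control replicate 2. Over the 10 alternatives other than leaving out a library, the kit value lay between −0.95 and −0.20, and 1 of them passed the unadjusted threshold.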

Levels of miR-21a-5p and miR-146a-5p were found to be differentially expressed in EEFs in the 2-week samples using either extraction method (Figure 7B).

**FIGURE 7:**
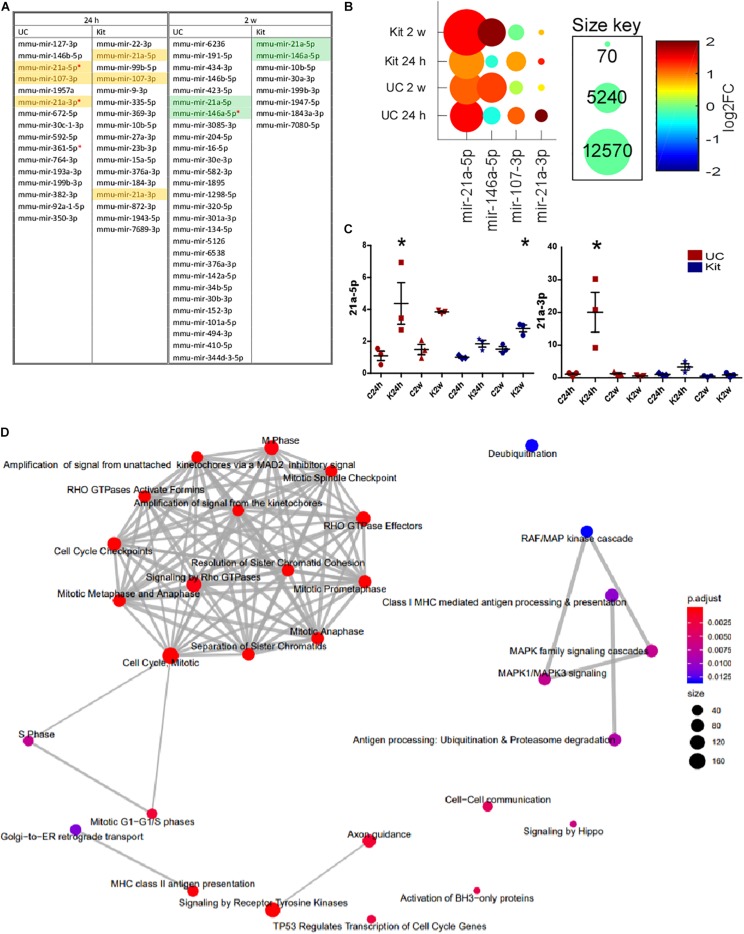
Differential expression of miRNA in EEFs after status epilepticus. **(A)** The table shows miRNA which were detected as differentially expressed between control and KA at 24 h and 2-weeks, at unadjusted *p*-value ≤ 0.05. Highlighted miRNAs are those differentially expressed in EEFs using both UC and kit methods. Red asterisk indicates miRNA which were differentially expressed at an adjusted *p*-value ≤ 0.05 in UC samples. **(B)** Conserved miRNA changes after status epilepticus. The graph shows levels of miR-21a-3p, miR-21a-5p, and miR-107-3p (increased at 24 h), and miR-21a-5p and miR-146a-5p (increased at 2-weeks). Of these, significance for miR-21a-3p and miR-21a-5p at 24 h and miR-146a-5p at 2-weeks was only found in the UC method at an adjusted *p*-value of <0.05. **(C)** Validation of sequencing results using individual miRNA assays confirming increased miR-21a-5p and -3p. UC, in red; kit, in blue. miRNA levels are normalized to average of 25-3p and 92b-3p. Graphs show mean ± SEM. ^∗^*p* < 0.05 comparing to matching control. *n* = 3 per group using the same samples as were sequenced (ANOVA with Bonferroni *post hoc* test). **(D)** Network map of GO terms significantly enriched among the targets of the four miRNAs (miR-21a-3p, miR-21a-5p, miR-107-3p, and miR-146a-5p). The network was generated using ReactomePA R/Bioconductor package. The node color indicates the significance of the enrichment (adjusted *p*-value) while the node size indicates the number of miRNA targets were found in that GO term category.

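After Benjamini-Hochberg adjustment in edgeR's quasi-likelihood test, the miRNAs called in UC samples were miR-21a-3p and miR-21a-5p at 24 h. At 2 weeks they were miR-146a-5p, miR-204-5p, miR-21a-5p and miR-1298-5p, the last of which fell outside the rule for named miRNAs and was chosen after its values were seen. In kit samples, 0 miRNAs passed adjustment at either time in the fit without the replicate block, while with the block miR-21a-5p and miR-146a-5p passed at 2 weeks. With UC at 24 h, the block added miR-107-3p (edgeR adjusted p = 0.0232) and miR-1957a. With UC at 2 weeks, it added miR-3085-3p and miR-6236, which were named after their values were seen. Limma-voom called miR-21a-3p, miR-21a-5p and miR-361-5p at 24 h and miR-146a-5p at 2 weeks after adjustment, with UC. MiR-361-5p had 0 reads in the UC controls and 4, 4 and 2 reads after KA, at least 1.15-fold higher (adjusted p = 0.0979 from edgeR's quasi-likelihood test, range over the alternatives chosen in advance, fits without one library included, 0.0497 to 0.514). MiR-204-5p at 2 weeks rose from 410 ± 171 to 1515 ± 1618 CPM with UC (SD, n = 3), a log2 fold change of 1.88 (standard error 0.43, edgeR adjusted p = 0.0149). Its KA libraries held 97, 94 and 468 reads, and its log2 fold change lay between 0.58 and 2.28 with each library left out in turn. Whether the change after KA differed between kit and UC was tested directly. After adjustment, 0 of 397 miRNAs differed at 24 h (9 at an unadjusted p-value under 0.05) and 0 at 2 weeks (14 at that level). These fits did not use the replicate block, although same-numbered libraries at 2 weeks deviated together (correlation 0.168 for UC and 0.351 for the kit).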

As an additional step, we validated the RNA sequencing analysis of EEF miRNAs by running individual miRNA Taqman assays (Figure 7C). Validation of the results confirmed altered expression of miRNAs in EEFs prepared using the UC method only, including up-regulation of miR-21a-3p at the 24 h time-point after status epilepticus and miR-21a-5p at both 24 h and 2-week time-points. Taken together, these studies demonstrate that status epilepticus produces select changes to the miRNA content of EEFs.

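Between UC and kit at 24 h, the calls at the unadjusted threshold shared 3 miRNAs, miR-107-3p, miR-21a-3p and miR-21a-5p, where 0.484 would be shared by chance. At 2 weeks they also shared 3, miR-10a-5p, miR-146a-5p and miR-21a-5p, where 0.748 would be, and miR-10a-5p was named after its values were seen. Across the 397 common miRNAs, the log2 fold changes with UC and kit had a Spearman correlation of 0.058 at 24 h and 0.100 at 2 weeks. With all 24 libraries in one fit and the method as covariate, 21 miRNAs passed the unadjusted threshold at 24 h and 3 passed after adjustment. Their log2 fold changes were 1.84 for miR-21a-3p (standard error 0.31) and 1.19 for miR-21a-5p (standard error 0.21), each with an adjusted p of 0.000269 in edgeR's quasi-likelihood test, and 0.95 for miR-107-3p (standard error 0.22, edgeR adjusted p = 0.0122). At 2 weeks, 25 passed the unadjusted threshold and 2 after adjustment, miR-21a-5p with 1.30 (standard error 0.21, edgeR adjusted p = 9.43e-05) and miR-146a-5p with 1.61 (standard error 0.29, edgeR adjusted p = 0.000487). From the sequencing and its follow-up by individual assays, the paper concludes that status epilepticus produces select changes in the miRNA content of EEFs.

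**Figure D2:**
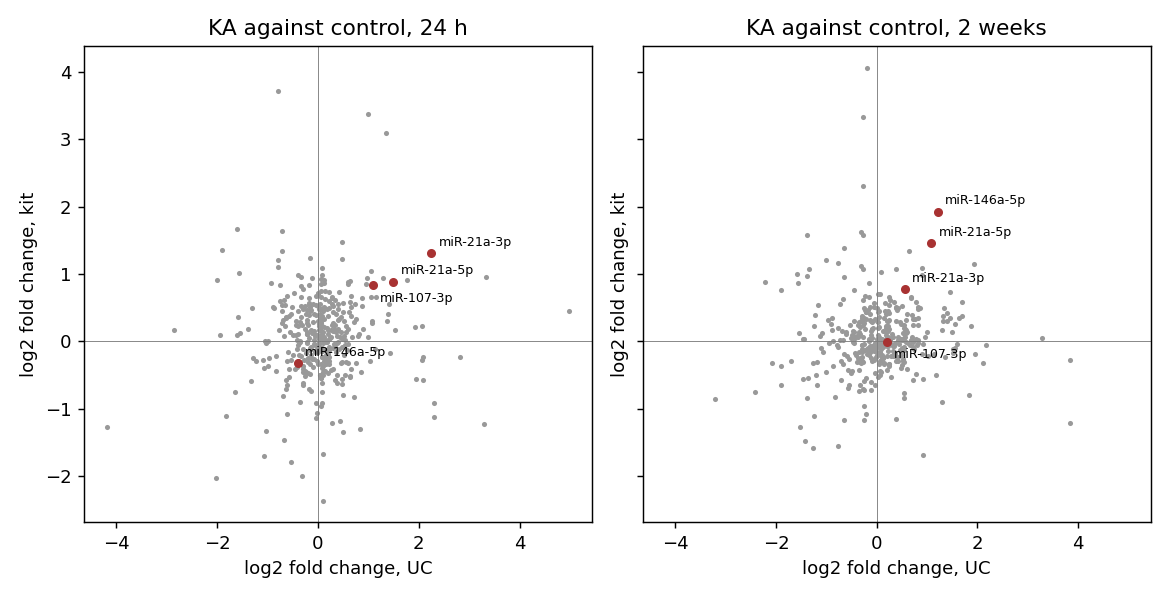
Log2 fold change of KA against control with UC (x axis) and with the kit (y axis) at 24 h and at 2 weeks. Each point is one of the 397 common miRNAs; miR-21a-5p, miR-21a-3p, miR-107-3p and miR-146a-5p are marked in red, and miR-21a-5p lies at 1.50 and 0.89 at 24 h.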

### MiRNA Target Identification and Gene Ontology Enrichment Analysis

Then, we performed *in silico* identification of targets for these four miRNAs that are differentially expressed in exosome-enriched fractions after status epilepticus (miR-21a-3p, miR-21a-5p, miR-107-3p, and miR-146a-5p) since this analysis will shed some important insights into the role of these miRNAs. Experimentally validated as well as predicted targets were retrieved from several miRNA target databases and a MTI score was calculated for each interaction (as described in the section “Materials and Methods”). A total of 4,539 targets with MTI scores >0.1 were included in the GO enrichment analysis. Our analysis showed the miRNA targets were most significantly enriched (adjusted *p*-value < 0.05) among GO terms associated with the regulation of cell cycle and division (Figure 7D), including several genes encoding for cyclin protein family, cell division cycle proteins, and centromere protein family.

### Select A-to-I Editing in Exosome-Enriched Fraction miRNAs

Last, we explored potential miRNA editing events within the EEF samples. 

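Editing was read from a second deposited table of the authors, in which Chimira counts the reads of each library that differ from the mature miRNA by a base change or by added nucleotides. Positions are counted from 1 at the 5′ end of the mature miRNA. The editing level of a site is the number of reads with the A-to-G change divided by all reads of that miRNA in the library, since inosine is read as guanosine. A site was called in a library with at least 10 reads of the miRNA when the edited reads exceeded an error rate of 0.01 (one-sided exact binomial test, Benjamini-Hochberg adjustment within the library). A site was kept when it was called in at least 2 libraries of one method in one group. Groups were compared by an exact two-sided permutation test of the mean level with labels permuted within method, in which 400 arrangements allow no p below 0.005. Intervals are 95% Wilson intervals, and intervals and floors (3 reads) cover counting error only, since reads from PCR are not independent molecules.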

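Of the reads with a base change that the table lists as internal, 37920 (99.7%) carried A-to-G, which is 0.706% of all reads, in 397 patterns. All other base changes together made up 128 reads in 80 patterns (0.336%). With the same criteria, 0 sites with another kind of base change were called. These other changes were 0.00238% of all reads, far below the error rate assumed in the test. At that error rate, the listed changes would leave out most miscalled bases. The share of A-to-G and the absence of other sites therefore cannot show that the base changes were specific to A-to-G.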

Only ADAR editing, in which ADAR enzymes catalyze the replacement of adenosine (A) by inosine (I) on double-strand RNAs, was detected in our data (Figure 8). 

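Without a restriction to a curated set of miRNA genes, 10 A-to-G sites were called in the 24 libraries. The miR-411-5p, miR-376b-3p, miR-3099-3p, miR-421-3p and miR-378a-3p genes each held one. Among the other sites, the highest mean levels were at miR-2137 (position 16), miR-378c (position 16) and miR-376c-3p (position 6). Sites in miR-6236 and miR-6240 were chosen after their values were seen. The error rate moved the number of sites most, to 18 at an error rate of 0.001 and 9 at 0.02. Over summed reads, the edited share was 89.1% at miR-2137 (342 of 384 reads, Wilson interval 85.5 to 91.8%), and 99.5% of its reads had an altered end. The share was 52.5% at miR-378c (1032 of 1967 reads, Wilson interval 50.3 to 54.7%), whose hairpin shares 20 nucleotides with that of miR-378a. At miR-376c-3p it was 43.5% (54 of 124 reads, Wilson interval 35.1 to 52.3%). The site in miR-6236 lies one base before the start of the mature miRNA, and 9 sites remained with positions from 1 on only, an alternative chosen after seeing the data.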

To provide a list of high-confidence ADAR-edited sites within EEF miRNAs, we considered only miRNAs that are derived from *bona fide* miRNA genes (Fromm et al., 2015). Six miRNAs were found to be edited by ADAR enzymes in our data, with two-thirds of them (i.e., 4) edited in the seed region (Figure 8). 

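Of these sites, miR-411-5p (position 5), miR-376b-3p (position 6), miR-3099-3p (position 7), miR-421-3p (position 14) and miR-378a-3p (position 16) met the criteria on the deposited counts. MiR-381-3p (position 7) met them at an error rate of 0.001, where 18 sites were called. The hairpins of miR-411, miR-376b and miR-381 lie on the plus strand of chromosome 12 of GRCm38, from 109710175 to 109710256, 109723458 to 109723539 and 109726822 to 109726896. The hairpin of miR-3099 lies on chromosome 7 (6803587 to 6803670, plus strand) in an intron of Usp29. That of miR-421 lies on chromosome X (103572921 to 103572996, minus strand) in an intron of Ftx. That of miR-378a lies on chromosome 18 (61397835 to 61397900, minus strand) in an intron of Ppargc1b. The genomic sequence of the miR-411 hairpin, on its own strand, is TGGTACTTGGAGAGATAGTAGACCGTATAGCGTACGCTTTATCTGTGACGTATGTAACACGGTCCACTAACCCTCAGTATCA. For miR-376b it is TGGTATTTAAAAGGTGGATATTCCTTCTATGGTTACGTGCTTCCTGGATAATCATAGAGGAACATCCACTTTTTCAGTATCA, of which 31 nucleotides, in the 5′ arm, are shared with the hairpin of miR-376c. For miR-3099 it is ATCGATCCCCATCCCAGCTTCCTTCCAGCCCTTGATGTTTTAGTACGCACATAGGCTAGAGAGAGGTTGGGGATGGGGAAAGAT. For miR-381 it is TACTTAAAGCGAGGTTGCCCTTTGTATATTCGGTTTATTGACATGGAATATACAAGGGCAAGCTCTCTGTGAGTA. For miR-421 it is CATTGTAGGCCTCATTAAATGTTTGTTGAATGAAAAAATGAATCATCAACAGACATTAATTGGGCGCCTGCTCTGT. For miR-378a it is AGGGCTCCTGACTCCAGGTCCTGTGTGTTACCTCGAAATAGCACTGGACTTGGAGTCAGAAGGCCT.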

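Taking the seed as positions 2 to 8 of 22 nucleotides, a site falls in it with a chance of 31.8%. For 4 or more of 6 sites, a one-sided exact binomial test gave p = 0.0858. With the seed at positions 2 to 7 it was p = 0.0509, and at positions 1 to 8 p = 0.133 (same exact test). With a chance of 33.3%, as the paper words the seed's share of the length, it was p = 0.100 (same exact test). The set of sites moved this value most. Over all 10 sites called without the restriction to curated genes, 4 lay in the seed (one-sided exact binomial test, p = 0.399). Without the site one base before the start of miR-6236, a setting chosen after seeing the data, it was 4 of 9 (same exact test, p = 0.313). The 10 sites include 5 of the paper's 6 and leave out miR-381-3p, a seed site, because of the error rate. They add the seed site of miR-376c-3p and sites outside the seed in miR-2137, miR-378c, miR-6236 and miR-6240. Those added outside the seed cannot be told apart from reads of miR-378a-3p or of other RNAs. The change from 6 to 10 sites is therefore not the effect of the restriction alone.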

Given the length of the seed regions (about one-third of the mature miRNA length), this suggested that nucleotides within miRNA seed regions are prone to editing more often than expected by chance (*p* ∼0.08). MiR-376b-3p (at position 6), miR-3099-3p (at position 7), and miR-378a (at position 16) were heavily edited (at least 50% of samples) while miR-381-3p (at position 7) and miR-421-3p (at position 14) were slightly edited (<10%). 

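Averaged over the 24 libraries, the editing level was 87.4 ± 4.57% for miR-3099-3p, 78.3 ± 9.14% for miR-376b-3p and 53.7 ± 9.78% for miR-378a-3p (SD, n = 24). It was 19.5 ± 3.77% for miR-411-5p, 6.51 ± 5.10% for miR-421-3p and 2.09 ± 1.46% for miR-381-3p. Over summed reads, 7596 of 8791 miR-3099-3p reads (86.4%, Wilson interval 85.7 to 87.1%) and 668 of 862 miR-376b-3p reads (77.5%, 74.6 to 80.2%) were edited. For miR-378a-3p the share was 52.8% (17558 of 33223 reads, Wilson interval 52.3 to 53.4%), with 32.6 to 70.1% in single libraries. Part of the miR-378a-3p counts is uncertain as to the copy because of miR-378c. For miR-411-5p it was 17.6% (4751 of 27039 reads, Wilson interval 17.1 to 18.03%). For miR-421-3p it was 8.85% (147 of 1661 reads, Wilson interval 7.58 to 10.3%) and for miR-381-3p 2.18% (150 of 6878 reads). The number of reads per library limits the precision, with 6 to 87 reads for miR-376b-3p and 4 to 390 for miR-421-3p. Levels differed between methods for miR-378a-3p, with 61.8 ± 4.47% with UC and 45.5 ± 5.90% with the kit (SD, n = 12 libraries each). The difference of 16.3 percentage points gave p = 1.25e-05, the smallest p that the two-sided exact permutation test within groups allows (adjusted over 6 sites 7.5e-05). MiR-3099-3p had 90.8 ± 2.75% with UC and 83.9 ± 3.20% with the kit (two-sided exact permutation test, p = 8.75e-05, adjusted 0.000263).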

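The sites in miR-411-5p, miR-3099-3p and miR-378a-3p were called in all 24 libraries, 6 in each combination of treatment and time. The site in miR-376b-3p was called in 22 libraries, 5 of 6 at 24 h in either treatment and 6 of 6 at 2 weeks. The site in miR-421-3p was called in 11 libraries, 1 UC and 10 kit. By group these were 2 of 6 controls and 3 of 6 KA libraries at 24 h, and 4 of 6 controls and 2 of 6 KA libraries at 2 weeks. The site in miR-381-3p was called in 4 libraries, 1 in each group and all from the kit, although 19 libraries held at least 1 edited read. In the 6 UC libraries of KA mice, 0 of 98 miR-421-3p reads were edited, where the smallest share this depth can show is 3.06%. In the 6 UC controls, 7 of 78 were edited (8.97%).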

All the edited sites were detected in both control and KA groups at both time-points. However, no significant differences in the amount of editing were found between groups or time-points.

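Group means were compared over 6 libraries per treatment at each time, 3 from UC and 3 from the kit. Of 12 comparisons of KA against control at the 6 sites, 0 passed adjustment and 0 had an unadjusted p-value under 0.05. The lowest value was at miR-421-3p at 2 weeks, with 9.66 ± 3.69% in controls and 4.00 ± 4.76% after KA (SD, n = 6; two-sided exact permutation test, p = 0.05, adjusted 0.748). Over summed reads its direction reversed, with 29 of 356 reads edited in controls and 54 of 614 after KA (0.65 points, same exact test, p = 0.985). A single library, kit KA replicate 2, held 390 of these KA reads and 44 of the edited ones, so the reversal leaned on its depth. The means of miR-378a-3p were 53.1 ± 10.4% in controls and 56.2 ± 8.88% after KA at 24 h, and 54.7 ± 9.13% and 50.7 ± 12.2% at 2 weeks (SD, n = 6). Those of miR-376b-3p were 82.5 ± 11.5% and 80.5 ± 7.25% at 24 h, and 73.7 ± 5.79% and 76.8 ± 10.5% at 2 weeks. Between 2 weeks and 24 h, 0 comparisons passed adjustment and 0 had an unadjusted p-value under 0.05, with the lowest for miR-3099-3p in controls (2.61 percentage points, two-sided exact permutation test, p = 0.12). With the replicate number as a block, the lowest p of the two-sided exact permutation test was 0.0625, and 0 of the 12 comparisons passed. UC libraries alone allow no p below 0.1 in an exact permutation test at a single time, and none of these 12 comparisons was lower. With UC and kit libraries pooled without regard to method, the lowest p for KA against control was 0.0498 (two-sided exact permutation test). Without replicate 3, the lowest p between 2 weeks and 24 h was 0.0556 (same exact test), the smallest that this setting, chosen after seeing the data, allows.

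**Figure D3:**
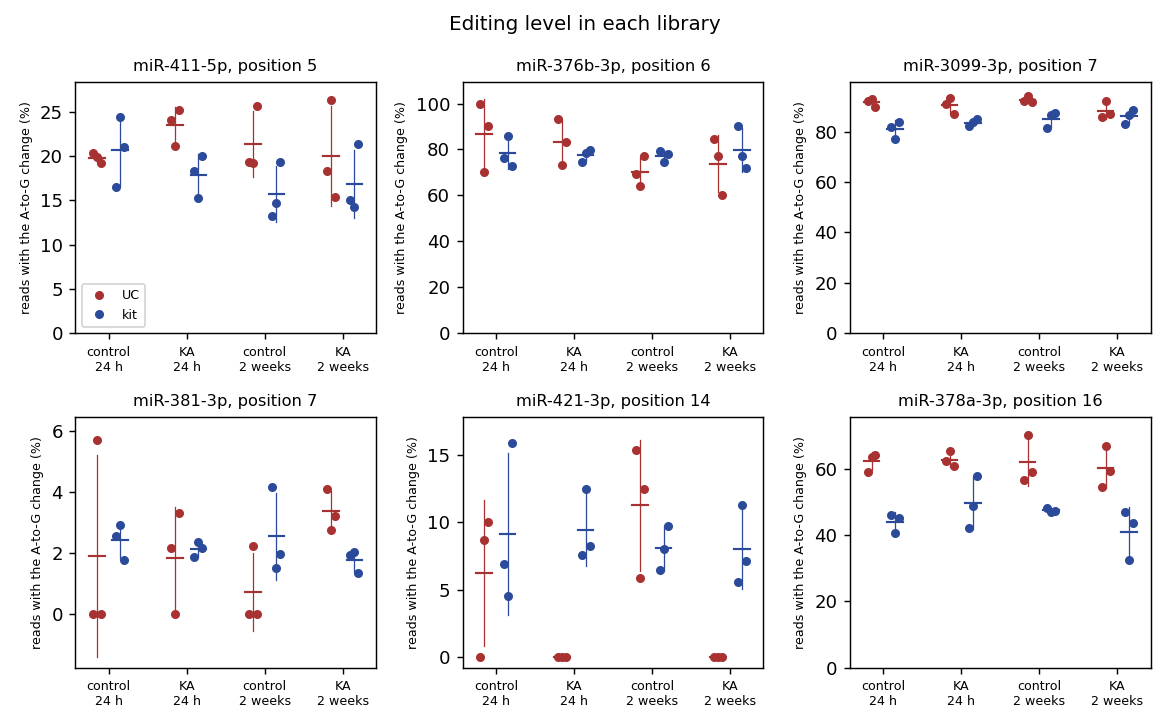
Share of reads with the A-to-G change (%, y axis) at each of the 6 sites in each library, by treatment and time. Each point is one library (UC in red, kit in blue); horizontal bars are means of 3 libraries and vertical lines ± SD. For miR-378a-3p the UC libraries average 61.8% and the kit libraries 45.5%.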

**FIGURE 8:**
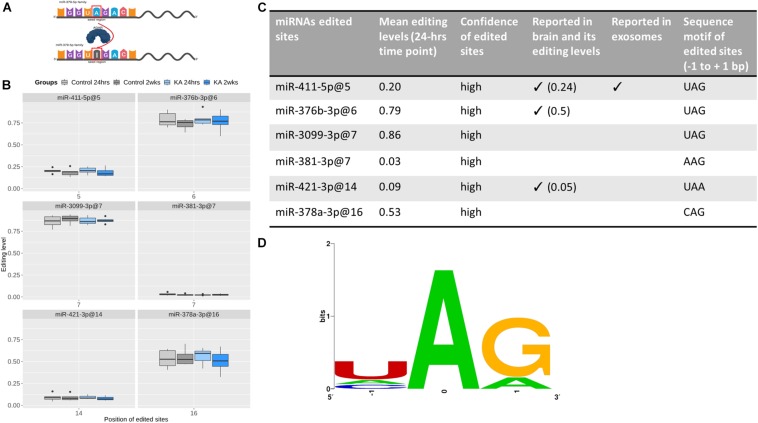
RNA editing of EEF-derived miRNA. **(A)** Graphic illustration of A-to-I editing, which is catalyzed by ADAR enzymes. miRNA editing can occur in seed regions (as shown here) or outside of the seed regions. This graph was created with BioRender. **(B)** Boxplots showing the editing levels (median with interquartile range), in control and KA samples at the two different time points for six edited sites detected in EEF miRNAs. **(C)** The table shows evidence supporting the edited sites and **(D)** sequence motifs of the edited sites. This shows the nucleotide preferences of all sequences surrounding the six edited sites [three-bases long, with the edited nucleotide Adenosine (A) is centered]. All the six edited sites have preferable sequence motifs for ADAR enzymes, which is (1) over-represented uridine (U) but depleted guanosine (G) at the nucleotides before the edited sites and (2) over-represented guanosine at the nucleotides after the edited sites. Confidence of edited site (Li et al., 2018) reported in brain (Alon et al., 2012) and reported in exosomes (Nigita et al., 2018).

We also assessed the confidence of these edited sites. All the edited sites have been reported as “confident” in a recent comprehensive analysis profiling ADAR editing (Li et al., 2018). In addition, three of them (miR-411-5p at position 5, miR-376b-3p at position 6, and miR-421-3p at position 14) have been reported in brain (Alon et al., 2012), with comparable editing levels, while miR-411-5p (at position 5) has been reported in plasma-derived exosomes (Nigita et al., 2018). Moreover, they all have preferable sequence motifs for ADARs, which is uridine (U) enriched and guanosine (G) depleted at the nucleotide preceding the edited sites (four U and zero G out of six) and guanosine enriched at the nucleotides following the edited sites (five out of six) (Figure 8). Taken together, these findings indicate that they are very likely true edited sites in EEF-miRNAs.

## Discussion

The present study characterized the effects of experimental status epilepticus on the exosome pathway, miRNA content, and editing. We show EEFs from the mouse hippocampus contain a diverse set of miRNAs that likely reflect contributions from multiple cell types. Status epilepticus caused relatively minor changes to the exosome pathway components but select time-dependent changes to the content, although not editing, of EEF miRNAs. Together, the results provide the first evidence that exosomes and their miRNA content may serve roles in the pathophysiological responses to status epilepticus.

There is growing interest in the role of microvesicles and their miRNA content in the pathophysiology of brain diseases (Levy, 2017; Zhang et al., 2019). The present study provides a comprehensive analysis of the expression of exosome biogenesis pathways in the hippocampus and how these are affected by status epilepticus. Overall, we found that status epilepticus produces changes to transcript levels and proteins associated with both ESCRT-dependent and -independent pathways (Colombo et al., 2014). This was bi-directional, occurred bi-laterally, and was time-dependent, although the scale of the observed changes was modest. Despite overt pathological changes being mainly restricted to the CA3 subfield in this model (Araki et al., 2002; Diviney et al., 2015; Jimenez-Mateos et al., 2015), changes were observed in all major hippocampal subfields. This suggests that seizure activity as well as neuronal damage may be a driver of these transcriptional responses. The most extensive changes were found in the DG subfield, a region that not only displays cell death but also contains the neurogenic zone of the hippocampus. Since new-born and migrating neurons have been reported to produce and communicate using exosomes (Batiz et al., 2015), it is possible that the changes we detected after status epilepticus in this subfield reflect exosome biogenesis responses during the increase in neurogenesis that accompanies status epilepticus in this model (Beamer et al., 2018).

Several of the differentially expressed exosome pathway genes have been previously associated with epilepsy. Alix was reported to be differentially expressed in two epilepsy models and linked to endocytosis (Han et al., 2019) and changes to Rab27a levels were present in human epilepsy studies (Wang et al., 2014). The findings in these reports may, therefore, reflect changes to exosome biogenesis. The ESCRT-independent pathway showed particularly consistent dysregulation after status epilepticus. This included the tetraspanin CD63, which is highly associated with exosomes and involved in cargo selection (van Niel et al., 2011). This may reflect an overall increase in exosomal generation (van Niel et al., 2011) or an increase in CD63-enriched exosome production. Moreover, CD63 changes were minimal on the contralateral side supporting pathophysiological significance as the ipsilateral hippocampus and CA3 subfields are sites of spontaneous seizure generation in the model (Li et al., 2008). Pld2 showed relatively few changes, although a small increase in *Pld2* levels was found within the ipsilateral hippocampus at the 2-week time-point. Changes to Pld2 have been reported after status epilepticus within reactive astrocytes and also DG granule neurons (Kim et al., 2004). Again, this may reflect changes to exosome production since Pld2 levels correlate with the proportion of exosomes released (Laulagnier et al., 2004; Ghossoub et al., 2014).

An unexpected finding in the present study was the restriction of transcriptional changes to the first 24 h after status epilepticus whereas most protein changes were observed in the 2-week samples. This suggests a temporal change between transcriptional and translational mechanisms regulating the exosome pathway. Status epilepticus may drive modest changes to the transcription of exosome biogenesis genes but this abates thereafter. Spontaneous seizures, which likely occurred in mice in the 2-week group, unlike status epilepticus, may not be a strong driver of transcriptional responses of the exosome pathway in the hippocampus. In contrast, changes to proteins associated with exosome biogenesis were mainly found in the 2-week samples, including upregulation of Alix, Tsg101, and Rab27a proteins. The DG again displayed the most differences in the exosome biogenesis components. Notably, neurogenesis-modulating miRNAs such as miR-9, miR-124, and miR-128 are incorporated into exosomes (Huang et al., 2013). The neurogenic niche within the DG may therefore continue to display enhanced exosome production and exosomes may contribute to the aberrant neurogenesis associated with chronic epilepsy. We may speculate that posttranscriptional mechanisms dominate the regulation of the exosome biogenesis pathway in epilepsy, perhaps mediated by the alterations to expression of miRNAs.

The present study includes the first analysis of miRNA content within EEFs derived from the hippocampus after status epilepticus. Using small RNA sequencing we were able to detect levels of known exosome-enriched miRNAs in EEFs prepared from the mouse hippocampus. The number of unique miRNAs detected was high (397 miRNAs shared between the two EEF preparation methods) and bioinformatics analysis indicated contributions from both neurons and glia. This agrees broadly with other reports (Guduric-Fuchs et al., 2012) although some miRNAs appear to be selectively packaged within exosomes according to specific organs or cell-type (Li et al., 2013; Koppers-Lalic et al., 2014). There was incomplete overlap with exosomal miRNAs reported in the ExoCarta database (Mathivanan and Simpson, 2009), suggesting that either that database is incomplete or that a portion of the miRNA recovered using the two techniques here are contaminants. The miRNA content of EEFs from the mouse hippocampus overlaps extensively with other work using brain cells and tissue (Bellingham et al., 2012; Yelamanchili et al., 2015; Harrison et al., 2016; Ebrahimkhani et al., 2017; Raoof et al., 2017). Notably, more than two-thirds of the mouse hippocampal miRNAs we detected are also present in primate brain exosomes, suggesting high species conservation and translational relevance (Yelamanchili et al., 2015).

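At the unadjusted threshold, the share of tested miRNAs called as changed was 2.86% with UC and 4.62% with the kit at 24 h, and 7.86% with UC and 2.69% with the kit at 2 weeks. The mean of the 4 comparisons was 4.51%, where 5% would pass this threshold by chance. Over all comparisons, 71 distinct miRNAs of the 543 tested (13.1%) were called at least once.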

Exosomes have been proposed to serve pathophysiological and paracrine signaling roles and we detected changes to ∼5% of the detected miRNAs after status epilepticus. This suggests a selective process of altered exosomal miRNA content during and after epileptogenesis. The changes were mainly upregulation and were found for miRNAs of both neuronal as well as glial origin, indicating status epilepticus alters the exosomal miRNA content from diverse cell types. This included changes to miR-21a-3p and -5p (at 24 h) and miR-146a-5p (at 2 weeks). These miRNAs have previously been reported to be upregulated in experimental and human epilepsy (Aronica et al., 2010; Jimenez-Mateos et al., 2011; Risbud and Porter, 2013; Kretschmann et al., 2015). 

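Over the 4 comparisons, 55 of the 83 calls at the unadjusted threshold (66.3%) were higher after KA. The direction depended on the scaling of the libraries. Scaled to miR-25-3p and miR-92b-3p, the calls that were higher after KA were 6 of 8 with UC and 4 of 43 with the kit at 24 h, and 0 of 32 with UC and 7 of 10 with the kit at 2 weeks. That scaling moved all miRNAs together, to a median log2 fold change of −0.54 with UC at 2 weeks and −0.40 with the kit at 24 h. The reference miRNAs held few reads, so this shift is imprecise. Per library, miR-25-3p had 28 to 136 reads with UC at 2 weeks and 32 to 219 with the kit at 24 h. Under TMM, the reference miRNAs themselves were higher after KA in both comparisons. Their log2 fold changes were 0.75 for miR-25-3p and 0.50 for miR-92b-3p with UC at 2 weeks, and 0.65 and 0.30 with the kit at 24 h. With UC at 2 weeks, 12 of 28 calls were higher with RLE size factors and 12 of 30 with library size only, and with the kit at 24 h 17 of 26 under either. Of the calls past adjustment with UC, 2 of 2 at 24 h and 4 of 4 at 2 weeks were higher after KA, while at 2 weeks it was 4 of 6 with the replicate block and 4 of 5 with CPM over 1 in at least 3 samples. At 2 weeks without control replicate 2, it was 1 of 3. In the other fits without one library it was 3 of 3, 7 of 8, 7 of 9 and 1 of 1, and without control replicate 3 none was called. The cell type of origin was not analysed here.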

The EEF changes may be reflecting increased loading or overall abundance of exosomal miRNAs or be due to cell-specific changes in EEF production. The most extensive exosomal pathway changes were observed in the DG, where neuronal cells divide, and our pathway enrichment analysis for the targets of these differentially expressed miRNAs showed these targets were most significantly enriched among GO terms associated with the regulation of cell cycle and division processes. This finding corroborates the suggestion that exosome contents are potentially relevant to the regulation of neurogenesis in epilepsy. Further studies are needed to determine whether specific mechanisms selectively adjust miRNA content of exosomes in epilepsy (Koppers-Lalic et al., 2014). While our results agree with other reports on miRNA content of brain exosomes, we did not detect the miRNAs reported to be differentially expressed in blood-derived exosomes from patients with epilepsy (Yan et al., 2017). Technical factors could explain these discrepancies or the miRNAs detected in that study may not have originated from the brain. In contrast, some of the miRNAs differentially expressed in mouse hippocampus EEFs after status epilepticus are also altered in exosomes extracted from the cerebrospinal fluid of patients (Raoof et al., 2017). Different mechanisms may operate between local (brain tissue) release and eventual appearance in biofluids such as CSF. Notably, miR-21-5p showed a high fold change in cerebrospinal fluid samples suggesting it may be trafficked by extracellular vesicles after seizures in humans and sampling miR-21 in exosomes could be diagnostic of status epilepticus or epileptogenesis (Raoof et al., 2017).

The effects, if any, of EEF-enclosed miRNAs on recipient cells are poorly understood. Studies have reported that miRNAs within extracellular vesicles can regulate inflammation and neuronal damage (Lehmann et al., 2012; Yelamanchili et al., 2015; Harrison et al., 2016). Since inflammation is a common pathomechanism in epilepsy (Vezzani et al., 2011), extracellular vesicles such as exosomes could be functionally important as regulators of a pathological process in the present model. Increased expression of miR-21 has been observed in models of neuro-inflammation and neuronal damage (Strickland et al., 2011; Bergman et al., 2013; Risbud and Porter, 2013; Yelamanchili et al., 2015; Harrison et al., 2016). While the specific targets are not known, miR-21 has been shown to regulate neurotrophin-3 mRNA in the hippocampus (Risbud et al., 2011). The *Mef2c* transcript, which encodes a neuronal transcription factor, is also a target of miR-21 (Yelamanchili et al., 2010). Higher exosomal levels of miR-21 have been reported in the injury boundary zone near reactive microglia after traumatic brain injury (Harrison et al., 2016). Studies have also found exosomal miR-21 to regulate neurotoxicity (Yelamanchili et al., 2015). Prion-infected neurons also show increased miR-21 in exosomes *in vitro* (Bellingham et al., 2012). Thus, miR-21 appears to be a strong candidate differentially expressed exosomal miRNA but its upregulation may not be specific for epilepsy. This may have implications for other uses of exosomal miRNAs, such as diagnostic or prognostic biomarkers. Functional studies, selectively targeting miRNAs within exosomes will be needed to resolve whether the amounts of miRNA within exosomes are sufficient to exert biological effects in recipient cells (Chevillet et al., 2014).

The present study also investigated miRNA editing, revealing six highly confident edited sites within miRNAs from hippocampus-derived EEFs. Since editing within the seed region is likely to alter the targets of the miRNAs, these findings suggest editing may alter the target pool of EEF-enclosed miRNAs. Status epilepticus did not notably change the abundance of the editing. This indicates tissue and disease-specific differences in editing of EEF miRNAs (Li et al., 2018). Notably, our brain tissue findings show only one common editing event (miR-411-5p, position 5) with results from a plasma study (Nigita et al., 2018) and, for example, miR-381-3p is edited at position seven in hippocampal exosomes but at position 4 in plasma-derived exosomes. Together, this implies that the select editing events of exosomal miRNAs are regulated by different pathways, which in turn are modulated under different pathophysiological conditions. Further investigation of editing of miRNAs from other cellular functional fractions such as Argonuate-2-bound miRNAs, which are functionally active, in hippocampal tissues may reveal distinct editing events that are exclusive for EEF or Argonuate-2-bound miRNAs as well as new epilepsy-associated editing patterns of miRNAs.

In summary, the present study provides evidence that status epilepticus produces moderate, select changes to the exosome biogenesis pathway in the mouse hippocampus. We show that EEFs from the hippocampus contain diverse miRNAs and that status epilepticus produces select changes, particularly to those of glial origin or relating to DG functions, potentially reflecting ongoing pathophysiological responses during epileptogenesis or maintenance of the chronic epileptic state. Future studies will be needed to determine whether exosomal miRNAs within biofluids have a mechanistic link to central pathophysiology, explore inter-cellular exchange of miRNAs via exosomes, and whether this has potential therapeutic relevance in epilepsy.

## Data Availability Statement

The datasets generated for this study can be found in the GSE136695.

## Ethics Statement

The animal study was reviewed and approved by the Research Ethics Committee of the Royal College of Surgeons in Ireland (REC #842 and #1133) under license from the Health Products Regulatory Authority (AE19127/I084, AE19127/I089, and AE19127/I152), Dublin, Ireland.

## Author Contributions

AB performed the exosome preparation and analyses. TH and MD performed the animal studies. NN and CM performed the RNA-seq analysis. EL and AS-R performed the histological and husbandry support. GB performed the molecular analyses. NC and NN performed the pathway and target analyses. BC performed the imaging. DH designed the study. AB and DH wrote the manuscript. All the authors reviewed and approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Altered Biogenesis and MicroRNA Content of Hippocampal Exosomes Following Experimental Status Epilepticus
**Source:** Front Neurosci. 2020 Jan 17;13:1404. doi: 10.3389/fnins.2019.01404
**Supplement:** Supplementary file 1

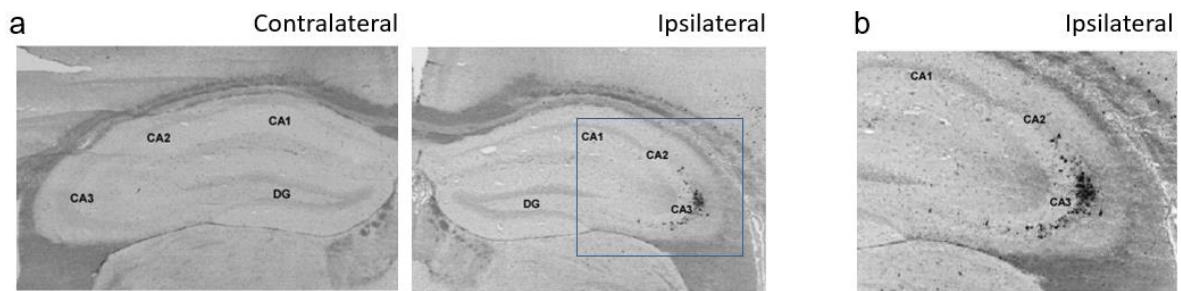

Supplementary Figure 1: *Histology of the seizure-damaged hippocampus in the intraamygdala kainic acid model of status epilepticus*

Figure shows representative brain tissue sections (12  $\mu$ m coronal) stained by the FluoroJade B technique for irreversible cell death. (a) contralateral and ipsilateral side of a representative section obtained 24 h after status epilepticus and (b) high-magnification of the ipsilateral side showing the CA3-predominant lesion. Image is greyscale inverted thereby showing Fluorojade B-positive cells in black.

How the deposited data were processed for this re-analysis (not part of the article)

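Small RNA was sequenced from 24 libraries of EEFs prepared from mouse hippocampus by UC or by a precipitation kit, at 24 h or 2 weeks after intra-amygdala KA or PBS, with 3 libraries in each of the 8 groups. The authors treated the EEFs with RNase A before extraction, prepared small RNA libraries, and trimmed and mapped the reads to miRNA hairpins with Chimira. The deposited values are counts of reads per mature miRNA and library, without normalization, and counts of reads per modification pattern (base changes and added nucleotides) with their position. Both tables were checked against each other, and 11992 of 11992 pairs of a miRNA and a library had equal totals. The modification table lists 11791 reads in more than one entry, and totals were therefore taken from the count table. The paper's text does not state how Chimira assigned reads that match several hairpins, so miRNAs that share sequence with another hairpin are reported as uncertain as to the copy.

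Samples were grouped by method, treatment and time as their labels give them, and the pairing comes from the replicate numbers in the labels, since libraries of KA and control groups share the numbers of replicates. Total counts per library were between 85436 and 676726, so that 3 reads, the floor used here, corresponded to several CPM in every library. The limited depth makes miRNAs with few reads imprecise, and a miRNA passed the filter of the paper (CPM over 1 in at least 6 samples, applied per method) with 1 read in 6 libraries.

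Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM factors, glmQLFit and glmQLFTest, one coefficient per group, 12 libraries of a method in each fit, no replicate block), with Benjamini-Hochberg adjustment. Standard errors were derived from the log2 fold change and the F statistic. Limma 3.58.1 (limma-voom) and DESeq2 1.42.0 were alternatives. The other alternatives were RLE size factors, library size only, scaling to miR-25-3p and miR-92b-3p, no filter, looser and stricter filters, the replicate number as a block, fits of only the 6 libraries compared, and each library left out in turn. Further settings of limma and the alternatives of the interaction tests were chosen after seeing the data. UC and kit were compared, and KA effects over both methods estimated, on all 24 libraries with edgeR's test. Interactions tested whether the KA effect differed between times or between methods, in fits without the replicate block. The tests were run first on simulated data, drawn from the means and library sizes of the real libraries. In these, 200 of 420 miRNAs with UC and 200 of 520 with the kit were changed, up or down at random. Of miRNAs changed by 2-fold, edgeR's test called 26.5% with UC and 14.0% with the kit after adjustment, and of those changed by 4-fold, 64.0% and 65.5%. With at least 120 reads over the 12 libraries, the shares were 50.0% and 24.3% at 2-fold and 98.1% and 93.7% at 4-fold. At most 5.76% of these calls were false, and 3.81 to 5.96% of the miRNAs passed an unadjusted p-value of 0.05 in the contrast without changes. In the real data, at most 4 miRNAs per comparison passed adjustment in the main fits. If fewer miRNAs were changed than simulated, the Benjamini-Hochberg adjustment is stricter. The shares called in the simulation may therefore be too high for the real data.

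Editing levels, detection and read ends were computed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. A-to-G sites followed the thresholds of the paper (at least 10 reads, error rate 0.01, adjusted p-value under 0.05 within a library, at least 2 UC or 2 kit libraries of a group). The paper kept only changes within the mature miRNA, whereas a listed position one base before its start was not excluded here, except in an alternative chosen after seeing the data. The restriction to a curated list of miRNA genes, ExoCarta, the cell-type data and the gene ontology terms were not used here, and the qPCR, Western blot and microscopy data were not analysed here. Levels were compared with exact permutation tests within method in place of the paper's tests, since groups held fewer than 10 libraries. Alternatives were summed reads, UC or kit libraries only, libraries pooled over methods, at least 50 reads, the replicate block and each replicate number left out. Hairpins were placed on GRCm38 with the GENCODE M21 annotation by name.

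The miRNAs named were chosen by a rule written in advance. They are every miRNA the paper names in its results or marks in Figs. 6A, 7A and 7B as common or past an adjusted p-value, miR-25-3p and miR-92b-3p, and in each comparison the 3 with the lowest p among those past adjustment. For editing they are the 6 sites of the paper and, among the other A-to-G sites, the 3 with the highest mean level. Others are said to be chosen after their values were seen.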

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

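The tests of the edited sites in miR-2137, miR-378c, miR-376c-3p, miR-6236 and miR-6240, and the alternatives used for miR-146a-5p and miR-1957a, were chosen only after the results were seen.

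The KA effect differed between 24 h and 2 weeks in UC libraries for miR-146a-5p and miR-1957a, each with an adjusted p of 0.0271 for the interaction in edgeR's quasi-likelihood test, and 29 of 420 miRNAs passed an unadjusted p-value under 0.05. When treatment labels were exchanged within same-numbered pairs, 4 of the 32 relabellings, the real one included, gave at least 2 such miRNAs. The other 3 exchanged only pairs at 2 weeks, 1 of them all 3 pairs, and such exchanges add real KA effects of both times to the interaction, so the relabellings are not a clean comparison. The count cannot be told apart from an arbitrary grouping of the libraries, nor is it shown to arise from one. Counted by miRNA, which was done after the results were seen, miR-146a-5p was called in 1 of the 32 relabellings, the real one, and miR-1957a in 2. In kit libraries, 0 miRNAs passed adjustment (17 at an unadjusted p-value under 0.05). This interaction was not fitted with the replicate block, although same-numbered kit libraries at 2 weeks deviated together with a correlation of 0.351. A count of 0 is reached by each of the 32 relabellings, so these test nothing there.

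For miR-146a-5p the interaction was 1.61 on the log2 scale (standard error 0.39). Mean abundance at 24 h was 2295 ± 113 CPM in controls and 1747 ± 225 CPM after KA, and at 2 weeks 2253 ± 83.1 and 5236 ± 1213 CPM (SD, n = 3), and 3 of 3 KA libraries at 2 weeks lay above every control. A single library was tested as the cause, and the interaction was still 1.52 in the fit that moved it most towards 0, although only 4 of the 12 fits without one library passed adjustment. The scaling was tested next, and the interaction was 0.95 with miR-25-3p and miR-92b-3p as reference, in the same direction, where it no longer passed adjustment. Over the 16 alternatives the adjusted p ranged from 0.00974 to 0.890, with 0.0829 for limma-voom. The kit libraries gave 2.24 for the same interaction (unadjusted p = 0.00308, adjusted 0.986 in edgeR's quasi-likelihood test). In the kit it was 2.76 under the reference scaling, where it passed adjustment (edgeR adjusted p = 0.0394). Without KA replicate 2 at 2 weeks, the kit value fell to 1.50. Neither a single library nor the scaling accounts for the direction, but the call depended on the scaling and on the test, so a rise of miR-146a-5p at 2 weeks and not at 24 h remains a hypothesis.

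For miR-1957a the interaction was −2.38 (standard error 0.56), from 60 to 356 reads per library. Mean abundance at 24 h was 586 ± 99.8 CPM in controls and 1686 ± 1257 CPM after KA, and at 2 weeks 1331 ± 1097 and 727 ± 71.3 CPM (SD, n = 3). The large SDs come from KA replicate 1 at 24 h with 356 reads and control replicate 3 at 2 weeks with 254 reads. Without the latter the interaction was −1.47, its smallest value, and 6 of the 12 fits without one library passed adjustment. Under the other scalings it lay between −2.96 and −2.45, farther from 0. With limma-voom it was −1.80 with an adjusted p of 0.289, and the range over the alternatives was 0.00187 to 0.392. Of its reads, 89.5% carried the same altered 5′ end, so the signal cannot be told apart from reads of another RNA than the miRNA. In kit libraries the interaction was −0.54 (unadjusted p = 0.370 in edgeR's quasi-likelihood test).

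Outside the sites that the paper discusses, A-to-G changes above the error rate were found at other miRNAs, and no biological explanation was tested for them. At miR-2137 (position 16), 89.1% of its reads carried the change, but 99.5% of its reads had an altered end, against a median of 13.4% and a 90th percentile of 69.7% over 312 miRNAs. At miR-6236, one base before the start of the mature miRNA, the share was 2.85% (1251 of 43909 reads, Wilson interval 2.70 to 3.01%), with altered ends in 94.7% of its reads. At miR-6240 (position 21) it was 1.81% (474 of 26172 reads, Wilson interval 1.66 to 1.98%), with altered ends in 73.0%. These sites cannot be told apart from reads of other RNAs that map to the hairpin. Altered ends alone do not decide this, since the paper's sites in miR-3099-3p and miR-376b-3p had them in 67.1 and 63.2% of the reads. Among reads with unaltered ends, looked at after the results were seen, the edited share was 82.9% at miR-3099-3p and 79.2% at miR-376b-3p, 2.82% of 7058 reads at miR-6240 and 1.203% of 2328 reads at miR-6236, with 2 such reads at miR-2137. At miR-378c (position 16) the share was 52.5%. Its level differed from that of miR-378a-3p by at most 3.29 percentage points within a method (60.0 and 61.8% with UC, 48.8 and 45.5% with the kit), so it cannot be told apart from reads shared with miR-378a-3p.

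At miR-376c-3p (position 6) the share was 43.5%. The upper end of its 95% Wilson interval was 52.3%, under the 77.5% of miR-376b-3p, which excludes only that all of its reads came from miR-376b-3p. A mixture with unedited reads of miR-376c-3p gives any lower level, so by its level the site cannot be told apart from reads shared with miR-376b-3p. The sequences go against shared reads, since the 31 nucleotides that the 2 hairpins share lie in the 5′ arm and their 3′ arms, counted here, share at most 10 in a row. The site rests on 124 reads and its source is left open.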

How the results depend on the processing

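No test of an explanation in this part was chosen after a result was seen. The alternatives for detection, differential expression and editing were set before the data were examined, with some exceptions that were chosen after seeing the data. These are the further settings of limma (quality weights, robust variance, TMM before the filter, limma-trend, voom with the replicate block, and voom limited to or fitted on the common miRNAs). The alternatives of the interactions, editing positions from 1 on only, and the editing comparison between times without replicate 3 are the others. The cause of each change named here was not tested. An alternative that takes the chance of a seed site from the adenosines in each miRNA was not run, since mature sequences were not used here.

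Detection fell to 270 miRNAs with UC, 331 with the kit and 254 with both when CPM over 1 was required in all 12 samples, and to 202, 264 and 193 with at least 10 counts in at least 6 samples. The PC1 share rose to 30.99% with UC and 33.03% with the kit with at least 10 counts in every sample, and lay between 24.6 and 29.4% and between 23.6 and 29.2% with one replicate number left out.

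At the unadjusted threshold, the number of miRNAs with UC at 24 h went from 12 to 4 with at least 10 counts in every sample, 21 with only the 6 samples and 24 with quality weights. With UC at 2 weeks it went from 33 to 20 with DESeq2, 16 with at least 10 counts and 19 with only the 6 samples. With the kit at 24 h it went from 24 to 43 scaled to the reference miRNAs, 13 with at least 10 counts and 43 with quality weights. With the kit at 2 weeks it went from 14 to 9 with DESeq2, 23 without a filter, 3 with at least 10 counts and 9 with voom limited to the common miRNAs. Across the 6 fits that each left out one library, the numbers ranged from 10 to 19 with UC and from 14 to 38 with the kit at 24 h, and from 19 to 51 with UC and from 10 to 28 with the kit at 2 weeks.

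After adjustment, the number with UC at 24 h went from 2 to 1 scaled to the reference miRNAs and 1 with at least 10 counts, and to 4 each with the replicate block, only the 6 samples and quality weights. With UC at 2 weeks it went from 4 to 0 each with library size only, scaling to the reference miRNAs, only the 6 samples and TMM before the filter. It went to 1 each with limma-voom, no filter, quality weights and voom limited to the common miRNAs, and to 2 each with robust variance, limma-trend and voom fitted on the common miRNAs. With the kit at 2 weeks it went from 0 to 1 each with DESeq2, RLE size factors, library size only, at least 10 counts and voom fitted on the common miRNAs. It went to 2 each with no filter, CPM over 1 in at least 3 samples, the replicate block and voom with the replicate block. Without one library it ranged from 0 to 9 with UC and from 0 to 2 with the kit at 2 weeks. With the kit at 24 h it was 0 under each alternative, while 24 passed the unadjusted threshold.

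The replicate block gave 13 miRNAs with UC and 28 with the kit at 24 h at the unadjusted threshold, where same-numbered libraries deviated together with a correlation of 0.00825 with UC and −0.0268 with the kit. At 2 weeks the block gave 36 with UC and 16 with the kit, and for editing a lowest p of 0.0625 in the exact permutation test.

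The number of miRNAs that differed between UC and kit fell from 263 to 120 of 146 with at least 10 counts in every sample, and lay between 225 and 243 without one replicate number. The interaction of KA with time with UC was called for 0 miRNAs with limma-voom, 1 with library size only and 1 scaled to the reference miRNAs, against 2, and for 0 to 5 without one library. With the kit it was called for 1 miRNA scaled to the reference miRNAs, against 0. The fits of both methods together gave 2 to 4 miRNAs at 24 h and 2 to 3 at 2 weeks over their alternatives. The number of A-to-G sites went from 10 to 18 at an error rate of 0.001, and to 9 with positions from 1 on only.

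For the log2 fold changes of the miRNAs compared here, 13 results gave 271 values under the alternatives, of which 257 kept direction and side of the unadjusted threshold, 12 became weaker, 1 became stronger and 1 reversed. The reversed value was that of miR-146a-5p with the kit at 24 h, which was 0.019 without control replicate 2, against −0.32, and ranged from −0.62 to 0.019 across the 6 fits that each left out one library. MiR-21a-3p with UC at 24 h passed adjustment in 9 of 9 alternatives and 6 of 6 fits without one library, and miR-21a-5p in 9 of 10 and 6 of 6. With UC at 2 weeks, miR-21a-5p passed adjustment in 5 of 10 alternatives and 2 of 6 fits without one library, miR-146a-5p in 6 of 10 and 5 of 6, and miR-204-5p in 4 of 10 and 3 of 6. Some results that did not pass in the main fit passed elsewhere. With the kit at 2 weeks, these were miR-21a-5p in 7 of 10 and 1 of 6, and miR-146a-5p in 3 of 10 and 1 of 6. MiR-107-3p with UC at 24 h passed in 3 of 10 and 0 of 6. The depth limits miRNAs with few reads, such as miR-361-5p with at most 4 reads per UC library at 24 h, and the sites in miR-421-3p and miR-376b-3p with as few as 4 and 6 reads in a library.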

Differences from the paper's values

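None of the tests behind the values in this part was chosen after a result was seen, apart from the settings said to be so. With the kit at 2 weeks, 14 miRNAs passed the unadjusted threshold, against the paper's 8. Among the alternatives set before the data were examined, DESeq2 (9), scaling to miR-25-3p and miR-92b-3p (10), only the 6 samples (12) and leaving out control replicate 3 (10) came within the margin of the paper's value, and the others did not. With UC at 2 weeks, 4 miRNAs passed after adjustment, against about 1 in Fig. 7A, read by eye. Limma-voom (1), no filter (1) and leaving out KA replicate 3 (1) came within the margin, and the other alternatives set before the data were examined did not. Quality weights and voom limited to the common miRNAs, chosen after seeing the values, also gave 1. The number of A-to-G sites was 10 without the paper's restriction to bona fide miRNA genes, and the paper's 6 are those kept after it, so the 2 numbers do not count the same thing. Of the paper's 6 sites, 5 were among the 10. An error rate of 0.02 (9), at least 50 reads (8), a call in every group (8) and UC libraries only (7) came within the margin, and the other alternatives set before the data were examined did not. Positions from 1 on only, chosen after seeing the values, gave 9.

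Of the miRNAs listed in Fig. 7A, the edgeR test did not call every one at an unadjusted p-value under 0.05. It called 11 of 16 with UC at 24 h, 22 of 28 with UC at 2 weeks, 14 of 17 with the kit at 24 h and 7 of 8 with the kit at 2 weeks. The largest p among those listed was 0.120, 0.196, 0.164 and 0.0526 in that order. Where the numbers lay within the margin, CPM over 1 in at least 3 samples gave 16 with UC at 24 h and RLE size factors 28 with UC at 2 weeks, as many as the paper, but only 11 and 20 of these were listed. Limma-voom called all of those listed, with 18, 30, 33 and 16 calls in the same order. Further settings of limma were chosen after seeing the values, and none gave the paper's number in all 4 comparisons. Their calls in the same order were 24, 23, 43 and 16 with quality weights, 18, 30, 33 and 17 with robust variance, 15, 30, 32 and 16 with TMM before the filter, and 15, 29, 30 and 15 with limma-trend. They were 15, 36, 36 and 19 with the replicate block, 17, 30, 20 and 9 limited to the common miRNAs, and 17, 29, 19 and 10 fitted on the common miRNAs.

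The paper marks miR-361-5p at 24 h with UC as significant after adjustment. Its adjusted p was 0.0979 with edgeR's quasi-likelihood test and 0.0497 with limma-voom, with a range of 0.0497 to 0.514 over the alternatives set before the data were examined, fits without one library included. With limma settings chosen after seeing the values, it was 0.0216 with quality weights, 0.0457 with robust variance and 0.0358 with the replicate block. The paper states that miR-21a-5p was called after adjustment with UC at 24 h but does not mark it at 2 weeks, where its adjusted p was 0.0326 with edgeR's quasi-likelihood test, with a range of 0.00525 to 0.751 over the alternatives set before the data were examined. The paper lists miR-381-3p among the edited miRNAs, and its site met the criteria here only at an error rate of 0.001. Of the 20 most abundant miRNAs, 17 were common to both methods, and the paper does not list miR-30d-5p among them.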

Other observations

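Tests chosen only after the result was seen are those of shared reads for miR-378a-3p, of few reads for miR-421-3p, of one or a few kit libraries for reads ending in GGGAC, of the 3 most abundant miRNAs for the UC and kit difference, and of the paper's lists being limited to common miRNAs.

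The KA and control libraries of each comparison can be split in 10 ways, of which 4 part every same-numbered pair. For the number of miRNAs past the unadjusted threshold, 3 of the 4 splits gave as many with UC at 24 h and 1 of 4 with UC at 2 weeks, and 2 of 4 and 3 of 4 with the kit. After adjustment, it was 1 of 4 for UC at either time and 4 of 4 for the kit at either time. Over all 10 splits, the numbers were 5, 4, 4 and 9 at the unadjusted threshold, in the order UC 24 h, UC 2 weeks, kit 24 h and kit 2 weeks, and 1, 2, 10 and 10 after adjustment. A count of 0, as with the kit after adjustment, is reached by every split, so the kit counts after adjustment test nothing. The real split is among those counted, and the splits that do not part every pair put same-numbered libraries on one side. With so few splits the share cannot be under 0.05, so these counts alone cannot set the calls of one method apart from an arbitrary grouping.

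With both methods in one fit, 1 of 32 relabellings within same-numbered pairs, the real one, gave as many miRNAs after adjustment as the 3 at 24 h, and 1 of 32 as many as the 2 at 2 weeks. Arbitrary grouping therefore does not account for these numbers. A KA effect on miR-21a-5p and miR-21a-3p at 24 h and on miR-21a-5p and miR-146a-5p at 2 weeks, in the same direction with UC and with the kit, remains as a hypothesis, while the counts of miR-107-3p cannot be told apart from reads of miR-103. For the difference in KA effect between UC and kit, 0 miRNAs passed adjustment (9 at 24 h and 14 at 2 weeks at an unadjusted p-value under 0.05), and since a count of 0 is reached by each of the 32 relabellings, these test nothing here. The correlation of log2 fold changes between methods was reached by 13 of 32 relabellings at 24 h and 2 of 32 at 2 weeks.

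Between UC and kit, 1 of 100 splits that part every pair, the real one, gave as many differing miRNAs as the 263 (at most 234 in the others, median 0). Thinning the kit libraries to the UC depth left 240 of 371, so depth does not account for the number. Leaving out miR-6236 and miR-219a-2-3p before scaling gave 265, but they held only 2.85% of the UC reads and could hardly move it. With the 3 most abundant miRNAs left out as well, together 57.6% of the UC reads and 39.01% of the kit reads, it was 264. The number therefore did not depend on having these miRNAs in the fit. Since TMM already trims extreme miRNAs before scaling, this hardly tests a shift of the others caused by the most abundant ones. The UC minus kit difference was correlated across miRNAs with the GC content of the hairpin (Spearman 0.404, 383 of 397 miRNAs with a value), and miRNAs are not independent replicates. An effect of GC content in the preparation or the libraries on part of the UC and kit difference is therefore left open. The GC content was that of the hairpin and not of the mature miRNA. No fit was adjusted for it, so how much of the difference it could explain was not tested. The median of a list of 3 oligodendrocyte miRNAs lay at the 80.9th percentile among 10000 random lists matched on abundance, so RNA from oligodendrocytes is not shown as a source. Of these, the UC minus kit log2 difference was 1.12 for miR-219a-5p (adjusted p = 1.07e-06 from edgeR's quasi-likelihood test), 0.65 for miR-338-5p (edgeR adjusted p = 0.000641) and 0.25 for miR-338-3p (edgeR adjusted p = 0.0935). MiR-219a-2-3p was left out of the list because its difference had been seen, and 3 miRNAs do not settle this source. The median of a blood and vessel list lay at the 0.04th percentile, but only 2 of its 7 miRNAs were tested, both arms of miR-126a, so that check is void and this source cannot be told apart either. No biological explanation was tested, since the method of preparation is not a condition of the animals.

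More miRNAs were detected with the kit than with UC. With the kit libraries thinned to the median UC total, 425 were detected against 420, so the difference may be one of depth.

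Limma-voom made 97 calls over the 4 comparisons, 69 of them listed in Fig. 7A. Of the 28 that are not listed, 21 were outside the miRNAs detected with both methods, consistent with lists limited to common miRNAs, though 7 calls that are not listed were among the common miRNAs.

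The editing level of miR-378a-3p was higher with UC than with the kit by 16.3 percentage points. Over summed reads, the difference was 19.8 points for miR-378a-3p alone and 19.7 points with the reads of miR-378c added. MiR-378c held 1967 reads against 33223 of miR-378a-3p, too few to move the value, so this hardly tests shared reads, which cannot be told apart. Among reads with unaltered ends the difference was 14.7 points. The level of miR-3099-3p differed by 6.88 points, and by 6.54 points among reads with unaltered ends. Altered ends do not account for these differences. The methods were separate sets of libraries, so that an effect of the library set cannot be told apart from the method, and no biological explanation was tested. Of the other sites, miR-411-5p was higher with UC by 3.39 points (two-sided exact permutation test, p = 0.0302, adjusted 0.0453). MiR-421-3p fell by 4.28 points from kit to UC libraries (two-sided exact permutation test, p = 0.0284, adjusted 0.0453). For miR-421-3p, UC minus kit was 0.156 points in controls and −8.72 points in KA libraries, so the difference lay in the KA libraries.

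In UC libraries of KA mice no miR-421-3p read was edited (0 of 98), against 7 of 78 in UC controls. At the rate of the controls, 8.79 edited reads would be present. Few reads as the cause were tested with a two-sided Fisher's exact test on the summed reads, which gave p = 0.00287, but reads from PCR are not independent molecules and these are the counts that prompted the test, so it does not set few reads aside. The spread between libraries was tested with an exact permutation of treatment within time (two-sided, p = 0.02; 0 of 6 KA libraries and 5 of 6 controls held an edited read). In kit libraries, 93 of 948 reads and 47 of 537 reads were edited (two-sided exact permutation test over libraries, p = 0.935). Whether the KA effect differed between kit and UC was tested, with p = 0.18 at 24 h and p = 0.055 at 2 weeks (exact permutation, adjusted 0.54 and 0.33). A lower level after KA with UC and not with the kit cannot be told apart from the effect of few reads, and it was found and tested on the same data.

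Editing levels were also searched for single libraries far from the others of their group, and 0 of 24 groups held one, where 1.2 would by chance. Each group pooled UC and kit libraries, so a library can go unseen at sites where the methods differ. For miR-378a-3p at 2 weeks, kit KA replicate 2 had 32.6%, against 45.3% in the other libraries of its group from the kit. Of 18 interaction tests of the editing levels with method or time, 0 passed adjustment, and the lowest p was 0.025 (exact permutation, adjusted 0.33) for miR-381-3p between kit and UC at 2 weeks.

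Reads with a single A or U added at the 3′ end made up 5.74 ± 0.43% of UC and 5.70 ± 0.55% of kit reads (SD, n = 12 libraries each; permutation test, p = 0.878). Weighted to one miRNA composition, the kit minus UC difference was 0.221 points, and the KA minus control difference at 24 h was −0.308 points, and neither can be told apart from the miRNAs that each library holds, as no difference in this measure stood out before the weighting. Other end measures were compared as well, 36 tests in all with Benjamini-Hochberg adjustment over them, added after the values were seen (permutation tests within groups, two-sided). Reads with any altered 5′ end fell by 0.226 points from UC to kit libraries (permutation p = 0.00394, adjusted 0.0354) and, weighted to one composition, the kit minus UC difference was −0.0715 points (permutation p = 0.0243, adjusted 0.146). Weighted reads with any altered 3′ end were higher with the kit by 1.09 points (permutation p = 0.0039, adjusted 0.0354), while unweighted they fell by 0.927 points (permutation p = 0.0768). Weighted reads with a single added A were higher with the kit by 0.339 points (permutation p = 0.0231, adjusted 0.146). Reads ending in GGGAC made up 0.485 ± 0.218% of kit reads and 0.0666 ± 0.0279% of UC reads (SD, n = 12 libraries each; exact permutation test within groups, two-sided, p = 1.25e-05, the smallest it allows). With one miRNA composition the difference was 0.305 points. The lowest share among the kit libraries was 0.190%, above the highest of 0.112% among the UC libraries, so a few libraries are not the source. The 5 miRNAs with most of these reads held 64.0% of them, but such reads came from 239 miRNAs, 93 of 129 (72.1%) of the more abundant ones among them. These 2 results point in different directions, so a constant sequence joined to any miRNA cannot be told apart. The source of these reads remains open, and no biological explanation was tested.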
